# Antisense suppression of the nonsense mediated decay factor *Upf3b* as a potential treatment for diseases caused by nonsense mutations

**DOI:** 10.1186/s13059-017-1386-9

**Published:** 2018-01-15

**Authors:** Lulu Huang, Audrey Low, Sagar S. Damle, Melissa M. Keenan, Steven Kuntz, Susan F. Murray, Brett P. Monia, Shuling Guo

**Keywords:** NMD, PTC, ASO, Upf3b, RNA, Hemophilia

## Abstract

**Background:**

About 11% of all human genetic diseases are caused by nonsense mutations that generate premature translation termination codons (PTCs) in messenger RNAs (mRNA). PTCs not only lead to the production of truncated proteins, but also often result in  decreased mRNA abundance due to  nonsense-mediated mRNA decay (NMD). Although pharmacological inhibition of NMD could be an attractive therapeutic approach for the treatment of diseases caused by nonsense mutations, NMD also regulates the expression of 10–20% of the normal transcriptome.

**Results:**

Here, we investigate whether NMD can be inhibited to stabilize mutant mRNAs, which may subsequently produce functional proteins, without having a major impact on the normal transcriptome. We develop antisense oligonucleotides (ASOs) to systematically deplete each component in the NMD pathway. We find that ASO-mediated depletion of each NMD factor elicits different magnitudes of NMD inhibition in vitro and are differentially tolerated in normal mice. Among all of the NMD factors, *Upf3b* depletion is well tolerated, consistent with previous reports that UPF3B is not essential for development and regulates only a subset of the endogenous NMD substrates. While minimally impacting the normal transcriptome, *Upf3b*-ASO treatment significantly stabilizes the PTC-containing dystrophin mRNA in mdx mice and coagulation factor IX mRNA in a hemophilia mouse model.

Furthermore, when combined with reagents promoting translational read-through, *Upf3b*-ASO treatment leads to the production of functional factor IX protein in hemophilia mice.

**Conclusions:**

These data demonstrate that ASO-mediated reduction of the NMD factor *Upf3b* could be an effective and safe approach for the treatment of diseases caused by nonsense mutations.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1386-9) contains supplementary material, which is available to authorized users.

## Background

About 11% of all human genetic diseases are caused by nonsense mutations that generate premature translation termination codons (PTCs) in messenger RNAs (mRNA) [1, 2]. PTCs often inactivate gene function due to the production of truncated proteins and usually lead to a significant decrease in mRNA abundance due to degradation by the nonsense-mediated mRNA decay (NMD) pathway [3, 4]. In human diseases, the role of NMD can be twofold: on one hand, if the PTC results in production of a dominant-negative, truncated protein, NMD can protect cells by eliminating the aberrant transcripts; on the other hand, if the truncated protein is partially functional, NMD can lead to a more severe disease [5–7].

The development of therapeutic approaches for diseases caused by nonsense mutations has focused on small-molecule read-through agents [8, 9]. The goal of this type of therapy is to induce the translation machinery to recode a PTC into a sense codon so that translation continues in the correct reading frame to complete the synthesis of a full-length, potentially functional protein. As of today, no read-through therapy has received final approval for the treatment of diseases caused by nonsense mutations due to the lack of sufficient efficacy and/or safety. This is in part because of the low abundance of mRNA substrates available for translational read-through due to their degradation by NMD [8–11]. It has been shown that NMD attenuation by small molecule inhibitors or small interfering RNAs (siRNA) targeting NMD factors significantly enhances the efficacy of translational read-through drugs in cell lines derived from cystic fibrosis patients carrying a nonsense mutation in the *CFTR* gene [11], as well as in a mouse model of the lysosomal storage disease mucopolysaccharidosis I-Hurler (MPS I-H) caused by a PTC in the *Idua* gene locus [12]. Inhibition of NMD alone also partially restores protein function by stabilizing PTC-containing mRNAs when the truncated proteins are functional as shown in Ullrich disease patient-derived fibroblasts [13, 14] and in a mouse model for neuronal ceroid lipofuscinosis [15, 16].

More than twenty proteins have been reported to play a role in NMD [4, 17–19]. The recognition and degradation of mRNAs with PTCs is mediated by sequential remodeling of protein–RNA complexes [17–19]. In mammals, the current model suggests that a PTC is recognized when the stop codon is distant from the poly(A) tail so that the translation termination factor ERF3 is recruited to the ribosome at a PTC, but binds UPF1 instead of PABP as during normal translation termination [18, 20]. This forms the SMG1–UPF1–eRF1–eRF3 (SURF) complex that then interacts with UPF2 and/or UPF3B, which, in some cases, is facilitated by the exon junction complex (EJC), to trigger UPF1 activation by phosphorylation [18, 20]. The phosphorylation of UPF1 is mediated by the kinase SMG1, which is regulated by SMG8 and SMG9 [18, 20]. Once UPF1 is activated, the mRNA is tagged for degradation. Phosphorylated UPF1 then recruits SMG6, which cleaves the mRNA near the PTC. The 3΄ RNA fragment is then rapidly degraded by XRN1 and the 5΄ fragment may be digested by the exosome [18, 20]. In addition, UPF1 also recruits the SMG5–SMG7 heterodimer that in turn recruits the CCR4-NOT complex to induce mRNA deadenylation-dependent decapping and subsequent XRN1-mediated degradation [18, 20].

Beyond its role in RNA surveillance, NMD is a post-transcriptional regulatory pathway that regulates 10–20% of the normal transcriptome across many species [4, 17–19]. Therefore, inhibition of the NMD pathway could have catastrophic effects on an organism, which is supported by the fact that several NMD factors are essential for early embryonic development in mouse [21–25]. Several lines of evidence suggest that NMD is not a single biochemical pathway in higher eukaryotes, but rather a pathway with several branches [18]. Three branches of the NMD pathway diverging at the stage of PTC recognition were reported—UPF2-independent, EJC-independent, and UPF3B-independent branches—each of which only regulates a subset of the endogenous NMD substrates [26–28]. At the step of RNA destruction, several studies show that NMD substrate RNAs can be degraded through either SMG6-mediated endonucleolytic degradation or SMG5-SMG7-mediated degradation [29–32]. These branch-specific NMD factors could be potential therapeutic targets for diseases caused by nonsense mutations. However, it remains unclear if NMD can be effectively inhibited to stabilize disease-causing PTC transcripts with minimum impact on the normal transcriptome, resulting in an acceptable therapeutic index.

Here, we sought to identify those NMD components that could be depleted to effectively inhibit NMD to alleviate the phenotype of PTC-related genetic diseases, while simultaneously causing minimum toxicity to the organism. We used antisense oligonucleotides (ASOs) as tools to address this question. ASOs bind specifically to their RNA targets through Watson-Crick base pairing to form DNA–RNA heteroduplexes. These DNA–RNA heteroduplexes are substrates for the ubiquitous endonuclease RNase H1, which mediates the degradation of the target RNA strand [33, 34]. ASOs have proven to be specific, potent, and well tolerated treatment approaches for cardiovascular, metabolic, neurological, and severe genetic diseases and cancer [35].

In this study, we developed ASOs to specifically deplete mRNAs encoding mouse core NMD factors, the UPF and SMG proteins, to evaluate the efficacy and safety of NMD inhibition. Among the ten NMD factors targeted, we found that the ASO-mediated depletion of *Upf3b* efficiently suppressed NMD on certain disease-causing mRNAs and had a minimal global impact on the transcriptome. Our results suggest that targeting *UPF3B* with ASOs might be a viable approach for inhibiting NMD to ameliorate human diseases caused by nonsense mutations.

## Results

### Identification of three categories of NMD regulators using ASOs

Active and well tolerated ASOs were identified against ten mouse NMD factors: *Upf1*, *Upf2*, *Upf3a*, *Upf3b*, *Smg1*, *Smg5*, *Smg6*, *Smg7*, *Smg8*, and *Smg9* by screening multiple ASOs targeting each mRNA (data not shown). To evaluate the effect on NMD pathway activity by ASOs targeting individual NMD factors, we stably expressed either the wild-type (WT) or PTC-containing β*-GLOBIN* luciferase reporter, a well characterized NMD reporter system [36], in the mouse liver MHT cell line. These MHT cells were then treated with ASOs targeting each of the NMD factors via ASO free uptake. Careful dose-response experiments were conducted to determine the efficiency of ASO-mediated target knockdown and the impact of factor depletion on NMD activity. mRNA abundance of each target was quantified by isolation of total RNA followed by quantitative polymerase chain reaction (qPCR) analysis (Fig. 1a). Western blot analysis demonstrated that, generally, ASO-mediated mRNA reduction was correlated with reduction at the protein level (Fig. 1a and Additional file 1: Figure S1). NMD inhibition was evaluated using the reporter luciferase assay and by qPCR analysis of endogenous NMD substrates [37, 38].

**Fig. 1:**
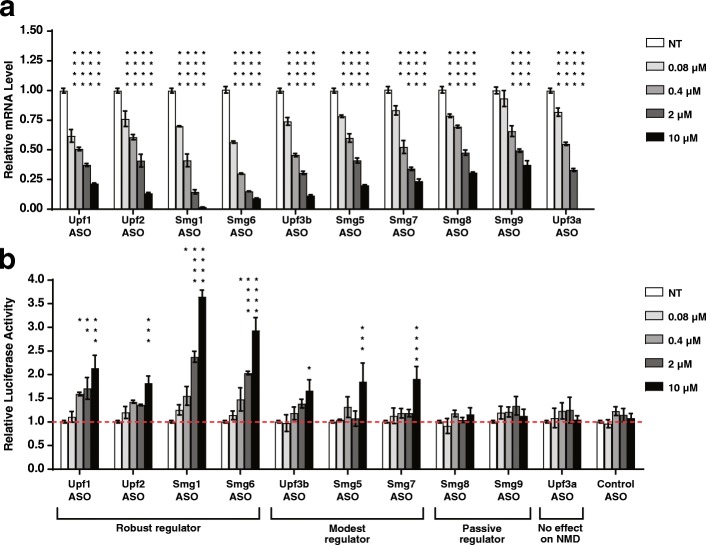
Nonsense-mediated degradation of a β-*GLOBIN* luciferase reporter is inhibited by ASOs targeting NMD factors. Mouse MHT cells stably expressing a PTC-containing β-*GLOBIN* Renilla luciferase reporter were treated with ASOs targeting mouse NMD factors *Upf1*, *Upf2*, *Smg1*, *Smg6*, *Upf3b*, *Smg5*, *Smg7*, *Smg8*, *Smg9*, or *Upf3a*, by free uptake at the indicated concentrations for 72 h. Results are presented as means ± standard errors (n = 3). **a** qPCR analysis of the mRNA levels of each NMD factor after ASO treatment. Mouse *Gapdh* mRNA was used as endogenous control. The mRNA level of each NMD factor in untreated (NT) MHT cells was set as 1. **b** Relative luciferase activity after ASO treatment. The luciferase activity from the PTC-containing β-*GLOBIN* Renilla construct was normalized to the Firefly luciferase signal, which was also stably expressed in the MHT cells. Luciferase activity in untreated MHT cells was set as 1. Results were grouped in three categories: Robust, Modest or Passive regulators. Statistical significance was determined using a two-way ANOVA and Dunnett’s multiple comparison test in Prism. All groups were compared to NT group within each measurement. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001

We found that the depletion of different NMD factors had different impacts on NMD activity in MHT cells. We classified these ten NMD factors into three categories based on the amount of NMD pathway inhibition that result from their depletion. The first category contains the “robust” NMD regulators *Upf1*, *Upf2*, *Smg1*, and *Smg6*. ASO-mediated depletion of these NMD factors by > 50% significantly inhibited NMD as shown by two- to fourfold increases in luciferase signal from the PTC-containing reporter (Fig. 1 and Additional file 1: Figure S1). In addition, these NMD factors regulated the expression of most of the endogenous NMD substrates tested (Fig. 2a–d), reflecting their central roles in the NMD pathway. This effect was specific to the PTC-containing mRNAs, as there was no effect on luciferase activity from the WT β*-GLOBIN* luciferase reporter upon treatment of cells with ASOs targeting these four factors (Additional file 1: Figure S2). A negative control ASO was included in all experiments and did not show any significant effect on either the levels of the NMD factors or the NMD substrates (Additional file 1: Figure S3).

**Fig. 2:**
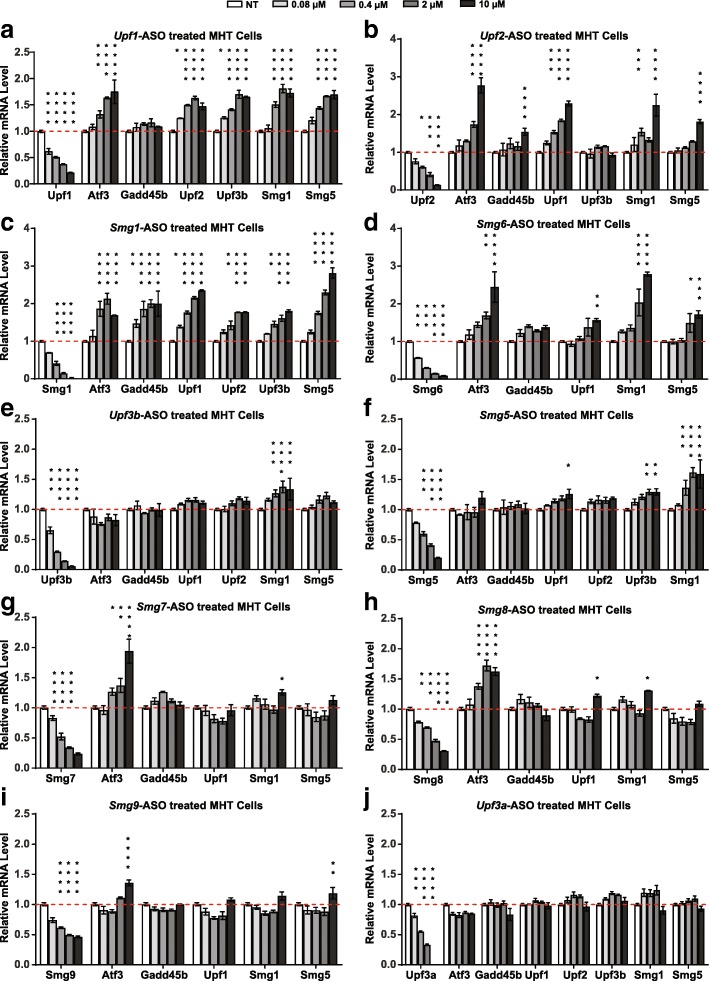
Nonsense-mediated degradation of endogenous NMD substrates is inhibited by ASOs targeting NMD factors. Mouse MHT cells were treated with ASOs targeting mouse NMD factors by free uptake at the indicated concentrations. mRNA levels of the ASO-targeted NMD factors and  endogenous NMD substrates *Atf3*, *Gadd45b*, *Upf1*, *Upf2,Upf3b*, *Smg1*, and *Smg5* were measured by qPCR analysis. Results are presented as means ± standard errors (n = 3). Mouse *Gapdh* mRNA was used as endogenous control. The mRNA level of each gene in untreated (NT) MHT cells was set as 1. **a** *Upf1*-ASO treated cells. **b** *Upf2*-ASO treated cells. **c** *Smg1*-ASO treated cells. **d** *Smg6*-ASO treated cells. **e** *Upf3b*-ASO treated cells. **f** *Smg5*-ASO treated cells. **g** *Smg7*-ASO treated cells. **h** *Smg8*-ASO treated cells. **i** *Smg9*-ASO treated cells. **j** *Upf3a*-ASO treated cells. Statistical significance was determined using a two-way ANOVA and Dunnett’s multiple comparison test in Prism. All groups were compared to NT group within each measurement. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001

The second category contains the “modest” NMD regulators *Upf3b*, *Smg5*, and *Smg7*. Only when these NMD factors were depleted by > 70% was there an increase in signal from the PTC-containing reporter (Fig. 1 and Additional file 1: Figure S1). These factors also regulated fewer endogenous NMD substrates and to a lesser extent than the robust regulators (Fig. 2e–g). We categorized *Smg8* and *Smg9* as “passive” NMD regulators, as their depletion did not significantly alter the luciferase signal from the PTC-containing reporter (Fig. 1 and Additional file 1: Figure S1) and only slightly affected the levels of a few endogenous NMD substrates tested (Fig. 2h and i). Finally, depletion of *Upf3a* by > 99% did not inhibit reporter NMD and did not alter the abundance of the endogenous NMD substrates tested (Figs. 1 and 2j). While these results are consistent with a recent report that UPF3A acts primarily as an NMD inhibitor [25], we did not observe NMD activation with ASO-mediated *Upf3a* depletion in mouse MHT cells (Figs. 1 and 2j).

### ASO-mediated *Upf3b* depletion is well tolerated in normal mice

Several NMD factors are essential for mammalian development. Complete knockout of *Upf1*, *Upf2*, *Upf3a*, *Smg1*, and *Smg6* in mouse causes early embryonic lethality [21–25]. Heterozygote animals are normal, however, with fully functional NMD. Depletion of these NMD factors in adult animals has not been fully investigated. To address the question of whether there is a tolerable level of NMD inhibition in adult animals that is sufficient to alleviate disease phenotypes caused by nonsense mutations, we first conducted dose-response experiments in normal mice with ASOs targeting mRNAs encoding each of the ten NMD factors. Animals were dosed subcutaneously with ASOs twice a week for four weeks. Body weights were monitored throughout the study. At four weeks, necropsy was conducted and organ weights, as well as blood chemistry analyses including alanine aminotransferase (ALT), aspartate aminotransferase (AST), total bilirubin (T. Bil), albumin (Alb), and blood urea nitrogen (BUN) levels, parameters indicative of liver and kidney function, were measured (Additional file 2: Table S1) [39]. The efficacies of NMD factor depletions in mouse livers were evaluated at both the RNA and protein levels (Additional file 2: Table S1 and data not shown).

As expected, ASO-mediated depletion of the robust NMD regulators was less well tolerated compared to the depletion of the modest and passive NMD regulators. Tolerability somewhat correlated with the degree of NMD pathway inhibition upon their depletion, as measured by upregulation of endogenous NMD substrates (Additional file 2: Table S1 and data not shown). Among all the NMD factors, the depletion of the robust NMD regulators *Upf2* and *Smg1* were least tolerated. Reduction of *Upf2* mRNA by 80–90% caused mild to severe toxicity, demonstrated by less body weight gain and elevated plasma ALT and AST levels compared to control-ASO treated mice (Additional file 2: Table S1). This is consistent with the observation that *Upf2* liver-specific deletion leads to liver injury and steatosis [40]. Up to 60% depletion of *Upf2* mRNA in mouse liver was tolerated (Additional file 2: Table S1). For *Smg1*, 60–70% mRNA depletion induced elevation of plasma ALT and AST levels (Additional file 2: Table S1). For *Upf1*, the target reduction in the liver plateaued at approximately 50%, as animals dosed weekly at 12.5, 25, or 50 mg/kg/week all had *Upf1* mRNA and protein levels reduced to similar extents of about 50% of control levels (Additional file 2: Table S1 and data not shown). Although multiple additional ASOs were evaluated, none reduced *Upf1* levels by > 50% in mouse liver (data not shown). Depletion of the final robust NMD factor, *Smg6*, was relatively well tolerated in normal mice compared to the depletion of the other robust NMD regulators, as > 90% mRNA reduction only resulted in slightly increased liver weights (by 30% compared to control animals) and ALT/AST levels (by approximately threefold compared to control animals) (Additional file 2: Table S1). This could be because SMG6 only functions in one of the two potentially redundant RNA degradation pathways that destruct mRNAs targeted for NMD [30].

Depletion of the modest and passive NMD regulators by 80–90% was generally well tolerated (Additional file 2: Table S1). Interestingly, our *Upf3b*-targeting ASO showed high efficacy for target depletion at the RNA and protein level and had one of the best tolerability profiles (Fig. 3 and Additional file 2: Table S1). In all *Upf3b*-ASO treated mice, *Upf3b* mRNA and protein levels were depleted by > 95% compared to control animals and the animals had normal body weight gain, organ weights, and blood chemistry readings (Fig. 3 and Additional file 2: Table S1). These findings are consistent with the previous report that *Upf3b*-null mice are viable and fertile [38, 59].

**Fig. 3:**
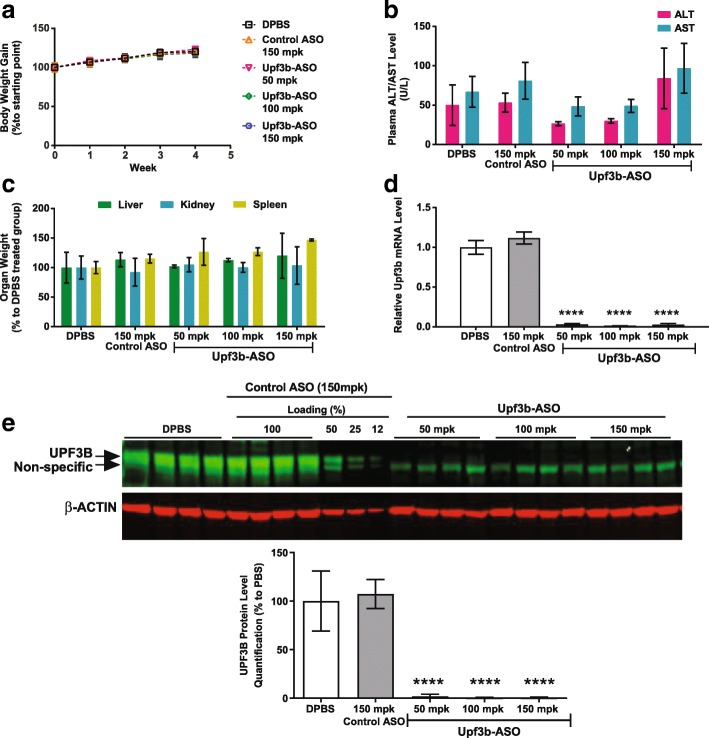
ASO-mediated *Upf3b* depletion is well tolerated in normal mice. Mice (n = 4) were treated with an *Upf3b*-ASO at 50, 100, or 150 mg/kg/week. DPBS and a scrambled ASO dosed at 150 mg/kg/week were used as controls. Animals were dosed twice a week for total of eight doses in a 4-week period. Necropsy was performed 48 h after the last dose of ASO. Results are presented as means ± standard errors. **a** Body weights of the mice over the course of the study. **b** Plasma ALT and AST levels as measured by clinical analyzer at necropsy. **c** Liver, kidney, and spleen weights measured at necropsy. **d** qPCR analysis of *Upf3b* mRNA levels in mouse liver samples. Mouse *Gapdh* mRNA was used as endogenous control. *Upf3b* mRNA level in DPBS treated animals was set as 1. **e** Western blot analysis of UPF3B protein levels in mouse liver samples with UPF3B-specific antibody. *Top*: Odyssey (LI-COR) images of the western blot. *Bottom*: Image studio quantification of the western blot image in the upper panel. β-ACTIN protein levels were used as loading controls. UPF3B protein level in DPBS treated animals was set as 100%. Statistical significance was determined using a two-way ANOVA and Dunnett’s multiple comparison test in Prism. All groups were compared to DPBS-treated mice. **** *p* < 0.0001. mpk mg/kg

Overall, we found that the depletion of the robust NMD factors was less well tolerated than the depletion of the modest or passive NMD factors. We hypothesized that the depletion of the robust NMD factors would elicit strong inhibition of NMD and significantly stabilize disease-associated PTC-containing mRNAs, but would likely lead to significant changes in the normal transcriptome and therefore would not be well tolerated as a therapeutic approach. In contrast, the depletion of the modest NMD factors might be sufficient to stabilize the disease-associated PTC mRNAs while having less impact on the normal transcriptome and therefore could be potential therapeutic targets for diseases caused by nonsense mutations. To test this hypothesis, we evaluated ASOs targeting mRNAs encoding NMD factors in mouse disease models.

### *Upf3b*-ASO treatment stabilizes dystrophin PTC-containing mRNA

Since the *Upf3b*-ASO effectively depleted cells of *Upf3b* and was well tolerated in normal animals, we tested the *Upf3b*-ASO in mdx mice, a model of Duchenne muscular dystrophy (DMD). DMD is an X-linked recessive disorder that affects 1 in 3500 live-born males and is caused by mutations in the dystrophin gene [41]. Patients are characterized by a lack of dystrophin protein in the sarcolemma [42]. Nonsense mutations in the dystrophin gene are observed in approximately 15% of dystrophinopathy patients [43]. The mdx mice carry a nonsense mutation (CAA to TAA) in exon 23 of the dystrophin gene, which leads to loss of dystrophin expression; the phenotype of these mice resembles DMD disease phenotypes [44]. We treated five-week-old mdx mice with an ASO targeting *Upf3b* twice a week for five weeks. As positive controls for inhibiting NMD, we also tested both an *Upf1*- and a *Smg6*-ASO. UPF1 plays a central role in the NMD pathway [18]. However, we could not achieve > 50% *Upf1* mRNA knockdown with ASO treatment in normal mouse muscle tissue (data not shown). Therefore, we also included the *Smg6*-ASO, which depleted *Smg6* mRNA by at least 70% in the muscle tissue of normal mice (data not shown). As expected, although animals in all treatment groups have similar body weight gain throughout the study (Additional file 1: Figure S4a), *Upf1*-ASO-treated mice showed statistically significant elevations of liver and spleen weights, and plasma AST levels; and *Smg6*-ASO-treated mice showed increases in liver weights and plasma ALT and AST levels (Additional file 1: Figure S4b and c). In contrast, the *Upf3b*-ASO was very well tolerated in mdx mice (Additional file 1: Figure S4a–c). By qPCR analysis, we found that ASO treatments reduced *Upf3b* and *Smg6* mRNA levels in tibialis anterior (TA) muscle by > 90% and 60%, respectively, compared to vehicle-treated controls (Fig. 4a and b), and *Upf1* mRNA by approximately 50% compared to controls (Fig. 4c). As expected, the approximately 50% reduction of *Upf1* did not affect dystrophin mRNA levels, but the ASO-mediated *Smg6* depletion upregulated dystrophin PTC-containing mRNAs by threefold compared to animals treated with DPBS and control-ASO (Fig. 4d). Interestingly, ASO-mediated downregulation of the modest NMD factor *Upf3b* also stabilized the dystrophin PTC-containing mRNAs to a comparable extent as the *Smg6*-ASO (Fig. 4d). These results suggested that ASO-mediated depletion of a modest NMD regulator could achieve a similar degree of NMD inhibition on a specific disease associated PTC-containing transcript, while simultaneously remaining more tolerable than the depletion of a robust NMD regulator.

**Fig. 4:**
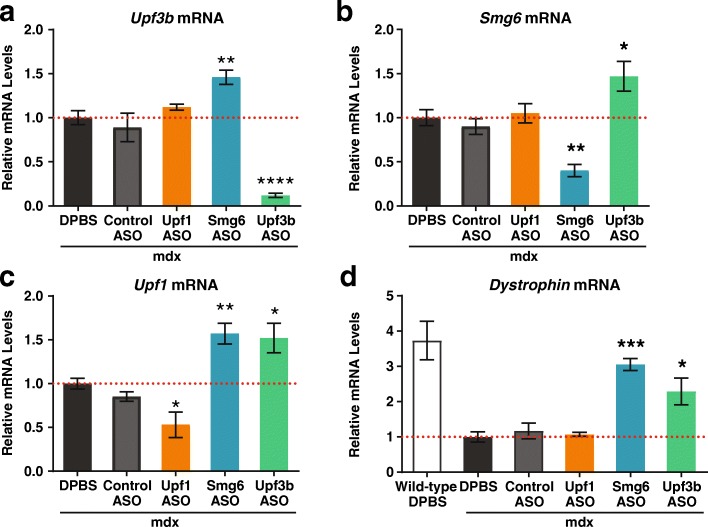
Dystrophin PTC-containing mRNA is stabilized in mdx mice treated with *Upf3b*- and *Smg6*-ASOs. Male mdx mice (aged five weeks; *n* = 4) were treated with DPBS, Control ASO (100 mg/kg/week), *Upf1*-ASO (50 mg/kg/week), *Smg6*-ASO (100 mg/kg/week), or *Upf3b*-ASO (100 mg/kg/week) for five weeks. Animals were sacrificed 48 h after the last ASO dose. Total RNA was isolated from mouse TA muscle. mRNA levels of NMD factors and dystrophin were analyzed by qPCR and normalized to total RNA as measured using Ribogreen. The expression levels in DPBS-treated mouse TA muscle were set as 1. Results are presented as means ± standard errors. **a** *Upf3b* mRNA levels. **b** *Smg6* mRNA levels. **c** *Upf1* mRNA levels. **d** Dystrophin mRNA levels. Dystrophin mRNA level in wild-type DPBS treated mice was included as control. Statistical significance was determined using a one-way ANOVA and Dunnett’s multiple comparison test in Prism. All groups were compared to DPBS-treated mdx mouse group. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001

We did not detect full-length dystrophin protein in either *Upf3b*-ASO or *Smg6*-ASO treated mice (Additional file 1: Figure S4D). It is likely that the low level of the basal translational read-through that occurs is insufficient to produce detectable amounts of the full-length proteins in this mouse model. A combination of a read-through agent with ASOs targeting NMD factors might result in full-length protein production. However, in our hands, the small-molecule read-through drugs gentamicin and PTC124 [45, 46] had no effect in this model (data not shown), so we were unable to test this hypothesis.

### *Upf3b*-ASO treatment stabilizes *hF9_R29X* mRNA and has minimum impact on the normal liver transcriptome in a mouse model of hemophilia B

Next, we tested the effect of the *Upf3b*-ASO in a hemophilia B mouse model. Hemophilia B is an X-linked bleeding disorder that results from a defect in the gene encoding coagulation factor IX (FIX), a serine protease that is critical for blood clotting [47]. Persons with severe hemophilia B have functional FIX levels that are < 1% of normal values and have frequent bleeding episodes that are associated with crippling arthropathy and early death [48]. Current treatment involves frequent intravenous injections of FIX protein concentrate; however, this treatment is prophylactic rather than curative and is associated with inhibitor formation [49]. A rise in circulating FIX to 1% of normal levels can substantially ameliorate the bleeding phenotype [50]. In this hemophilia mouse model, a human *FIX* minigene with a nonsense mutation (*hFIX-R29X*) is expressed in mice that lack the endogenous mouse *FIX* gene [51]. These mice recapitulate the phenotype of patients carrying the R29X mutation (CGA to TGA) who have severe hemophilia with no detectable circulating FIX protein [51]. The *hFIX* transgenes are driven by the human *transthyretin* promoter and thus are primarily expressed in mouse hepatocytes, which are the main cell type for endogenous factor IX production [51]. The mRNA expressed from the *hFIX-R29X* minigene was shown to be degraded by the NMD pathway in HepG2 cells [52]. The level of *hFIX-R29X* mRNA in these hemophilia mice is approximately 10% of the level of *hFIX* mRNAs in control mice that express a WT *hFIX* minigene [51, 52].

To improve ASO delivery to hepatocytes and minimize NMD inhibition in other cell types, we used an *Upf3b*-ASO conjugated to triantennary *N*-acetyl galactosamine (GalNAc). GalNAc is a high-affinity ligand for the hepatocyte-specific asialoglycoprotein receptor (ASGPR) [53–55]. GalNAc-conjugation results in enhanced ASO delivery to hepatocytes relative to non-parenchymal cells and potency that is six- to tenfold higher in mouse liver than an ASO of the same sequence without the GalNAc conjugation [56]. Due to these altered pharmacokinetic and dynamic properties, we first optimized the dosing regimen for the GalNAc-conjugated *Upf3b*-ASO (*Upf3b*-GalNAc-ASO) in normal mice. Normal mice were dosed every five days with a total of six doses of parent ASOs at previously optimized concentrations, or with five- or tenfold lower concentrations of the *Upf3b*-GalNAc-ASO. We found that the *Upf3b*-GalNAc-ASO had at least fivefold higher potency than the parent ASO, and was well tolerated (Additional file 1: Figure S5). Similar to the *Upf3b*-GalNAc-ASO, an *Upf1*-GalNAc-ASO had more than fivefold higher potency than the parent ASO (Additional file 1: Figure S5D). Moreover, the *Upf1*-GalNAc-ASO was better tolerated than the parent *Upf1*-ASO in mouse. Treatment with the parent *Upf1*-ASO at 50 mg/kg led to less body weight gain than observed in controls, whereas mice treated with 10 mg/kg *Upf1*-GalNAc-ASO, which results in better *Upf1* depletion, had weights similar to controls over the time course of the experiment (Additional file 1: Figure S5).

We next treated *hFIX-R29X* mice with GalNAc-conjugated ASOs targeting *Upf3b* and *Upf1*. The *Upf3b*-GalNAc-ASO was well tolerated in *hFIX-R29X* mice with a slight increase in liver weight, whereas *Upf1*-GalNAc-ASO treatment led to a modest increase in ALT/AST levels and elevations in liver weight (Additional file 1: Figure S6). 

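*Upf3b* lies on the X chromosome of the mouse genome (GRCm38) from 37091678 to 37110322 on the minus strand, and its transcript has 10 exons and 2344 bases. The *Upf3b*-GalNAc-ASO has the 16 bases GGATATAGATGTAACG. The sequence complementary to it, CGTTACATCTATATCC, occurred in 1 annotated mouse transcript, that of *Upf3b*. It lies in the 3′ untranslated part of exon 10, from 37091973 to 37091988, which is bases 2034 to 2049 of the transcript. The coding sequence covers bases 92 to 1507, and the amplicon of the qPCR primers covers bases 1337 to 1428, 5′ of the ASO site.

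**Figure D1:**
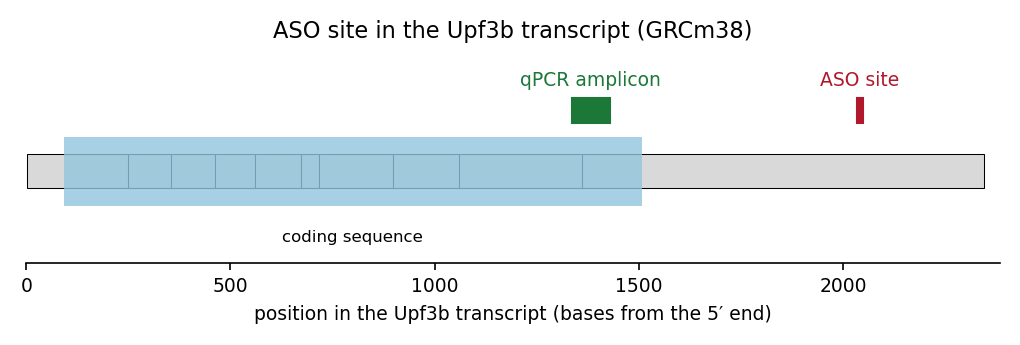
The *Upf3b* transcript drawn to scale, in bases from its 5′ end, with exon borders as thin lines, the coding sequence in blue (bases 92 to 1507), the qPCR amplicon in green (bases 1337 to 1428) and the ASO site in red (bases 2034 to 2049). The ASO site ends 295 bases before the end of the transcript.

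*Upf3b* mRNA was also quantified by RNA-seq of liver from mice given the same ASOs at the same doses, in TPM. It was 97.3 ± 33.2 TPM (SD, n = 11) in DPBS-treated mice, 57.8 ± 22.1 TPM (SD, n = 4) in Control-GalNAc-ASO treated mice and 21.5 ± 20.0 TPM (SD, n = 5) in *Upf3b*-GalNAc-ASO treated mice. The mean in *Upf3b*-GalNAc-ASO treated mice was 77.9% lower than in DPBS-treated mice and 62.7% lower than in Control-GalNAc-ASO treated mice. Replicates 1 to 5 of the *Upf3b*-GalNAc-ASO group had 5.97, 20.7, 53.7, 3.95 and 23.3 TPM of *Upf3b*, which rest on 18.4, 83.2, 54.9, 18.2 and 90.5 reads. *Upf3b* was lower in 4 of these 5 mice than in every Control-GalNAc-ASO treated mouse (exact permutation test, two-sided, p = 0.0397). Across all genes tested with limma, with sex as a covariate, its log2 fold change against Control-GalNAc-ASO was -1.73 (standard error 0.61, adjusted p = 0.211). With each mouse left out in turn, it stayed between -2.22 and -1.16. The mean left was 41.0% of that in Control-GalNAc-ASO treated mice in females (n = 2 in each group) and 37.3% in males (n = 3 and n = 2). *Upf3b* in Control-GalNAc-ASO treated mice differed from DPBS-treated mice by a log2 fold change of -0.75 (standard error 0.35, adjusted p = 0.691).

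**Figure D2:**
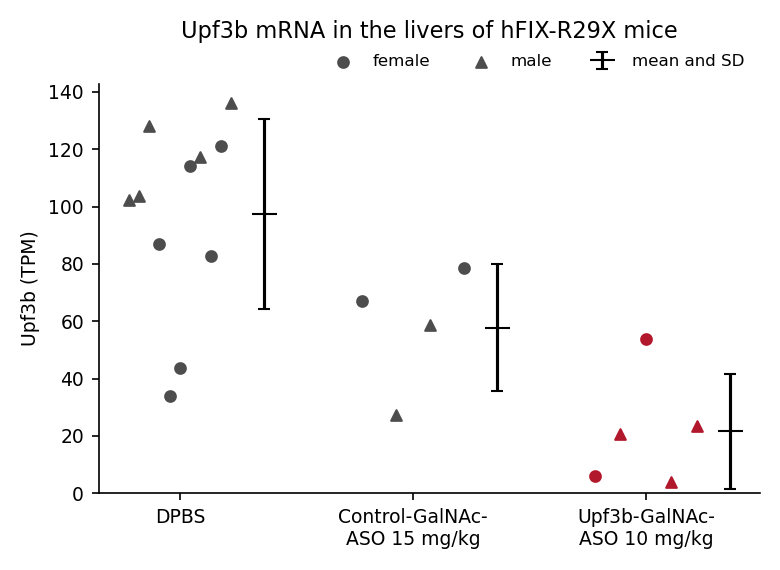
*Upf3b* mRNA in liver (TPM, vertical axis) in each mouse given DPBS, Control-GalNAc-ASO at 15 mg/kg or *Upf3b*-GalNAc-ASO at 10 mg/kg, with circles for females, triangles for males and bars for the mean and SD. Of the 5 *Upf3b*-GalNAc-ASO treated mice, 4 sit between 3.95 and 23.3 TPM, below every Control-GalNAc-ASO treated mouse, and replicate 3, a female, is at 53.7 TPM.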

*Upf1* mRNA levels were reduced by 80% and *Upf3b* by > 95% in liver (Fig. 5a and b). The depletion of *Upf1* significantly inhibited the NMD pathway as shown by upregulation of the endogenous NMD substrates including *Upf3b*, *Smg1*, and *Smg5* (Fig. 5b–d) and led to significant upregulation of *hFIX-29X* mRNA relative to the vehicle-treated controls (Fig. 5e). 

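The NMD factors were also quantified by RNA-seq in the livers of 5 *Upf3b*-GalNAc-ASO treated and 4 Control-GalNAc-ASO treated mice. Of 11 NMD factors and substrates examined, 8 had a median of at least 5 TPM in at least 1 of the 2 groups, and their median log2 fold change was 1.01. *Upf1* was 33.3 ± 18.1 TPM (SD, n = 5) after *Upf3b*-GalNAc-ASO treatment and 15.9 ± 14.7 TPM (SD, n = 4) after Control-GalNAc-ASO treatment, a log2 fold change of 1.48 (standard error 0.80, adjusted p = 0.380 from limma). The log2 fold change of *Smg1* was 0.50 (standard error 0.51, adjusted p = 0.648) and that of *Smg5* was 0.34 (standard error 0.82, adjusted p = 0.873). For these 3 genes the difference was within the spread between mice, and that of *Smg5* changed sign when single mice were left out. *Upf2* was 241.2 ± 247.0 TPM against 44.0 ± 28.0 TPM, a log2 fold change of 2.39 (standard error 0.47, adjusted p = 0.0491). With single mice left out, its adjusted p rose to as much as 0.238. It was higher in every *Upf3b*-GalNAc-ASO treated mouse than in every Control-GalNAc-ASO treated mouse, and replicate 3, at 681 TPM, was far above the nearest at 163 TPM. *Smg9* was 23.9 ± 9.15 TPM against 6.36 ± 3.40 TPM and likewise higher in all 5 mice, but its log2 fold change of 1.78 had an adjusted p of 0.128 from limma. In DPBS-treated mice, *Smg9* was 14.5 ± 4.57 TPM (SD, n = 11) and *Upf2* was 76.2 ± 38.8 TPM (SD, n = 11), above the means of the Control-GalNAc-ASO treated mice. *Smg9* was lower in 3 of the 4 Control-GalNAc-ASO treated mice than in every DPBS-treated mouse (log2 fold change -1.15, standard error 0.39, adjusted p = 0.691 from limma). The log2 fold changes of *Upf3a* (0.92), *Smg6* (0.12) and *Gspt1* (1.10) had adjusted p-values between 0.246 and 0.908. *Gapdh*, the reference gene of the qPCR, changed by 0.34 on the log2 scale (standard error 0.40, adjusted p = 0.702).

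**Figure D3:**
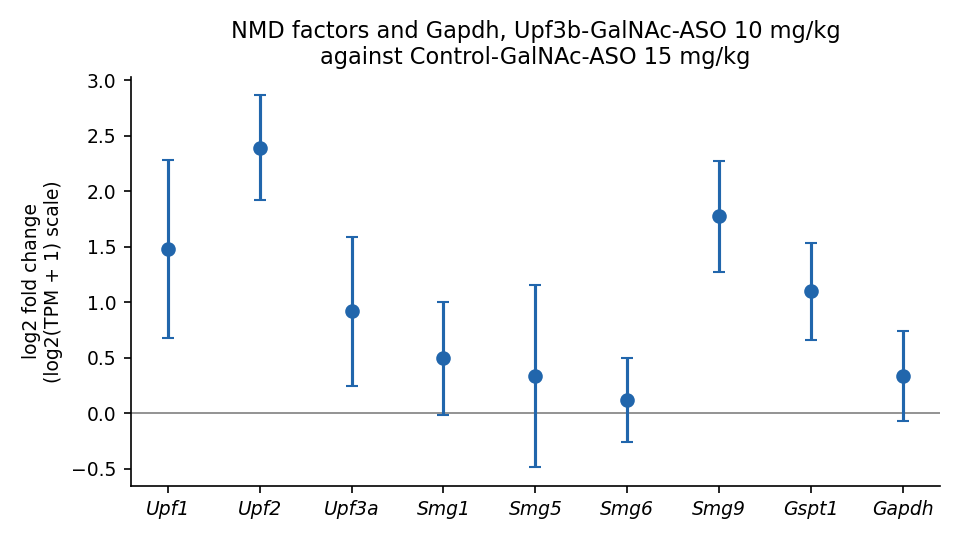
Log2 fold change (vertical axis, on the log2(TPM + 1) scale) of 8 NMD factors and *Gapdh* in the liver of *Upf3b*-GalNAc-ASO treated mice (n = 5) against Control-GalNAc-ASO treated mice (n = 4), as points with bars for the standard error. *Upf2* (2.39) and *Smg9* (1.78) are the highest and *Smg6* (0.12) the lowest.

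The reads were quantified against mouse transcripts, which do not include the human *hFIX-R29X* minigene. *F9*, the mouse gene that the minigene replaces, was 2.22 ± 1.80 TPM (SD, n = 5) in *Upf3b*-GalNAc-ASO treated mice and 0.207 ± 0.413 TPM (SD, n = 4) in Control-GalNAc-ASO treated mice (exact permutation test, two-sided, p = 0.0635). They rest on between 0 and 21 reads of *F9* per *Upf3b*-GalNAc-ASO treated mouse and between 0 and 3 per Control-GalNAc-ASO treated mouse. After *Upf3b*-GalNAc-ASO treatment the males had 13, 21 and 9 reads and the females 0 and 1. The 3 reads after Control-GalNAc-ASO treatment were in a male too, and the permutation test leaves out sex. The paper describes these mice as lacking the mouse gene, and what these reads are was not tested.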

Interestingly, although the depletion of *Upf3b* resulted in moderate or no effects on the endogenous NMD substrates measured (Fig. 5a, c, and d), it significantly upregulated the level of *hFIX-R29X* mRNA to the level similarly induced by *Upf1*-ASO treatment (Fig. 5e). This suggests that the degradation of *hFIX-R29X* mRNA by NMD is executed by the UPF3B-dependent branch of the NMD pathway. ASO-mediated *Upf3b* depletion is sufficient to stabilize *hFIX-R29X* mRNA. As with the mdx mice, we did not detect hFIX protein in the plasma of mice treated with *Upf3b*-GalNAc-ASO (Fig. 5f).

**Fig. 5:**
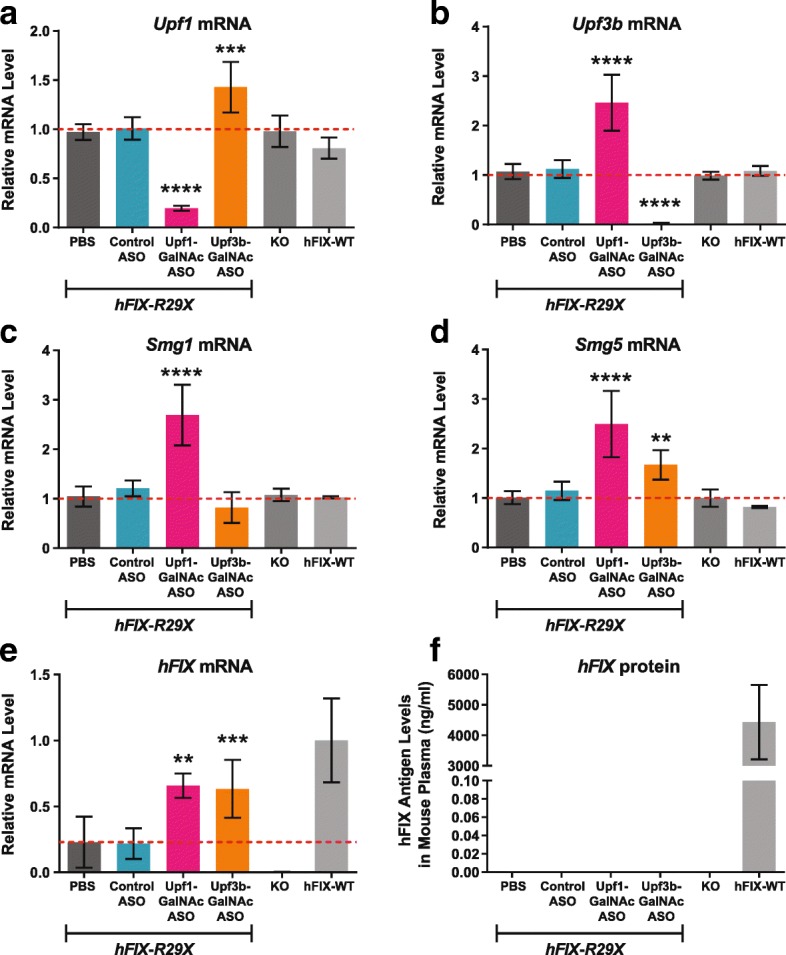
ASO-mediated *Upf3b* depletion stabilizes *hFIX-R29X* mRNA in hemophilia mice. *hFIX-R29X* mice aged 8–14 weeks (n = 5–6, 2–3 female and 2–3 male mice per group) were treated every five days with six total doses of DPBS, Control-GalNAc-ASO (15 mg/kg), *Upf1*-GalNAc-ASO (10 mg/kg), or *Upf3b*-GalNAc-ASO (10 mg/kg). Animals were sacrificed 48 h after the last dose. Untreated *FIX* knockout mice (KO) and *hFIX-WT* mice were used as controls. Results are presented as means ± standard errors. **a**–**d** mRNA levels of the indicated NMD factors that are also endogenous NMD substrates were analyzed by qPCR from mouse liver total RNA samples. *Gapdh* was used as an endogenous control. The expression levels in DPBS-treated mouse liver were set as 1. **e** *hFIX* mRNA levels measured by qPCR. *Gapdh* was used as an endogenous control. *hFIX* mRNA level in *hFIX-WT* mouse liver was set as 1. **f** Mouse plasma hFIX protein levels as measure by ELISA. Statistical significance was determined using a one-way ANOVA and Dunnett’s multiple comparison test in Prism. All groups were compared to DPBS-treated *hFIX-R29X* group. ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001

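The whole transcriptome data consist of 1 value for each gene in the liver of each *hFIX-R29X* mouse. The mice carry a human *FIX* minigene with the R29X nonsense mutation in place of the mouse *F9* gene. The deposited groups analysed here were 5 mice treated with *Upf3b*-GalNAc-ASO at 10 mg/kg (2 female, 3 male), 4 treated with Control-GalNAc-ASO at 15 mg/kg (2 female, 2 male) and 11 treated with DPBS (6 female, 5 male). Mice received 6 doses 5 days apart, and livers were taken 48 h after the last dose. Samples of *Upf1*-GalNAc-ASO treated mice were not analysed here. The authors quantified transcripts with Salmon against mouse cDNA (GRCm38), and the deposited values are TPM per gene symbol, with no further normalization between mice. In each mouse, 70.1% to 81.6% of the values above 0 were whole multiples of a step shared by genes with short and long transcripts, where 4% would be by chance. The values are therefore scaled reads, not divided by transcript length, and the step gives the reads behind them. These came to between 1020675 and 4606671 reads per *Upf3b*-GalNAc-ASO treated mouse (median 3880272), between 3066970 and 5864438 per Control-GalNAc-ASO treated mouse (median 3911244.5) and between 1184203 and 6741369 per DPBS-treated mouse (median 3100415). A floor set at 3 reads was between 0.651 and 2.94 TPM in *Upf3b*-GalNAc-ASO treated mice and between 0.512 and 0.978 TPM in Control-GalNAc-ASO treated mice. Values below this floor occur. These floors cover counting error only, since reads without molecular identifiers are not independent molecules.
Genes with a median of at least 5 TPM in at least 1 of the 2 groups compared were tested with limma on log2(TPM + 1), with sex as a covariate. Log2 fold changes are on this scale, which lowers the change of genes with few TPM. The adjusted p-values are Benjamini-Hochberg adjusted over the genes tested. The paper's thresholds, a change of at least 2-fold and an unadjusted p of at most 0.01, were applied beside an adjusted p under 0.05. The p here is from limma. The paper's p is a median over replicates from its negative binomial model, so its counts come from an unlike test. Median correlations of log2(TPM + 1) with the other mice of the group were between 0.850 and 0.895 in Control-GalNAc-ASO treated mice. In *Upf3b*-GalNAc-ASO treated mice they were between 0.8291 and 0.8535, except in replicate 3, which had the fewest reads and a median correlation of 0.693.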

In order to evaluate the impact of ASO-mediated *Upf3b* depletion on the normal transcriptome, we performed whole transcriptome analysis [57] on *hFIX-R29X* mouse livers treated with *Upf3b*-GalNAc-ASO. A scrambled GalNAc-ASO was used as a control. Livers from *Upf1*-GalNAc-ASO treated mice were also included to evaluate the impact on the normal transcriptome by ASO-mediated depletion of a robust NMD regulator. Treatment with the *Upf1*-GalNAc-ASO resulted in significant changes in levels of 958 transcripts relative to levels in control-GalNAc-ASO treated samples (level change ≥ 2-fold, *p* ≤ 0.01) among approximately 8400 genes quantified (transcripts per million [TPM] reads ≥ 5). Thus, about 11.4% of the mouse liver transcriptome was affected (Fig. 6a, left panel). Among these differentially expressed genes, 795 mRNAs were significantly upregulated and 163 mRNAs were significantly downregulated (Fig. 6a, left panel). In *Upf3b*-GalNAc-ASO treated *hFIX-R29X* mouse liver, only 233 mRNAs (2.8% of the mouse liver transcriptome) were significantly changed (Fig. 6a, right panel). 

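In the liver of *Upf3b*-GalNAc-ASO treated mice (n = 5), 9166 genes reached the TPM minimum and were tested against Control-GalNAc-ASO treated mice (n = 4). At the paper's thresholds, with p from limma in place of the paper's own test, 441 of them were changed, which is 4.81% of the genes tested. A change of less than 2-fold in either direction was measured for 7373 genes (80.4%). An unadjusted p under 0.05 was reached by 1446 genes, and an adjusted p under 0.05 by 27. On simulated data with the spread of each gene in these mice and no change in any gene, 95 genes passed the paper's thresholds and 0 had an adjusted p under 0.05. When 200 simulated genes were changed, 35.0% of them had an adjusted p under 0.05, as did 5 unchanged genes. Each setting was drawn once, with genes independent and the same spread in every mouse, whereas replicate 3 lay apart here. The simulation therefore does not show what a chance split of these mice gives. Splits of the mice themselves gave a median of 36.5 and up to 891 genes at the paper's thresholds. Counting genes by a 2-fold change of the group medians alone, without a p-value, gave 1815 genes, the largest shift among the alternatives tried. With each mouse left out in turn, between 225 and 951 genes were changed. Mice of the 2 groups share replicate numbers, so a fit with the number as a block was also made. It leaves out *Upf3b* replicate 5, which has no partner, and gave 532 genes at the paper's thresholds and 95 with an adjusted p under 0.05. Without that mouse and with no block, the counts were 291 and 13. The mean correlation of residuals was -0.11 for mice with the same number and 0.03 for mice with different numbers, so the numbers were not treated as pairs. Between Control-GalNAc-ASO and DPBS-treated mice (n = 11), 82 of 8971 genes (0.914%) passed the paper's thresholds. None of these had an adjusted p under 0.05 (0 genes, against 644 with an unadjusted p under 0.05).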

Of these, 103 mRNAs were upregulated and 130 mRNAs were downregulated (Fig. 6a, right panel). 

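Of the 441 changed genes, 235 (2.56% of those tested) were raised and 206 (2.25%) were lowered. Without sex as a covariate, 130 were raised and 136 were lowered. Of the 27 genes with an adjusted p under 0.05, 11 were raised and 16 were lowered, and each lay beyond the Control-GalNAc-ASO treated mice of the same sex in every *Upf3b*-GalNAc-ASO treated mouse. The largest fall was in *Lipc*, the hepatic lipase gene on chromosome 9 (GRCm38, 70798128 to 70952226). *Lipc* was 0.397 ± 0.446 TPM (SD, n = 5) against 80.9 ± 21.9 TPM (SD, n = 4) in Control-GalNAc-ASO treated mice, a log2 fold change of -5.86 (standard error 0.51, adjusted p = 9.01e-05). The values of *Lipc* after *Upf3b*-GalNAc-ASO treatment rest on between 0 and 3 reads per mouse, so how far below 3 reads it fell could not be measured at this depth. *Sil1* (log2 fold change -3.82, adjusted p = 0.0237), *Slc47a1* (-3.28, adjusted p = 0.0184) and *Rdh16* (-3.08, adjusted p = 0.0015) were also lower in every treated mouse than in every Control-GalNAc-ASO treated mouse. *Serpina1e* had a log2 fold change of -3.41 (standard error 0.50, adjusted p = 0.0098), and was lower in every treated mouse than in every Control-GalNAc-ASO treated mouse of the same sex. It is part of a family of near-identical genes between which reads are shared, so its value is uncertain.
The largest rises were in *Gm10160* (log2 fold change 4.19, standard error 0.65, adjusted p = 0.0130), *Kri1* (3.86), *Ifi44* (3.26), *Dlgap5* (3.01) and *Lrrc17* (2.52), each higher in every treated mouse than in every Control-GalNAc-ASO treated mouse. Replicate 3 had the highest value of each of the 5, such as 539 TPM of *Dlgap5*, where the other 4 mice had between 24.0 and 72.7 TPM. *Gm10160* was 2.20 ± 1.78 TPM (SD, n = 4) in Control-GalNAc-ASO treated mice and 21.7 ± 18.7 TPM (SD, n = 11) in DPBS-treated mice, a log2 fold change of -2.46 (adjusted p = 0.691 from limma). In DPBS-treated mice, *Dlgap5* was 52.6 ± 39.9 TPM (SD, n = 11), against 11.8 ± 5.85 TPM (SD, n = 4) in Control-GalNAc-ASO treated mice (adjusted p = 0.691 from limma). *Kri1* was 29.4 ± 5.82 TPM after *Upf3b*-GalNAc-ASO treatment, 2.42 ± 4.50 TPM after Control-GalNAc-ASO treatment and 16.1 ± 11.2 TPM in DPBS-treated mice. With single mice left out, the highest adjusted p was at least 0.0857 for each of these 5 raised genes. Among the 5 lowered genes it was 0.151 for *Sil1* and *Slc47a1* and 0.0866 for *Serpina1e*, and it stayed at or below 0.0405 for *Lipc* and *Rdh16*.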

Of the 103 mRNAs that were upregulated upon *Upf3b*-GalNAc-ASO treatment, 69 were also significantly upregulated in *Upf1*-GalNAc-ASO treated mouse liver (Fig. 6b, left panel). These mRNAs are probably endogenous NMD substrates that are regulated by a UPF3B-dependent NMD pathway. 

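Table S2 lists 84 genes that are past the paper's thresholds, as printed, as raised after both ASO treatments. Of these, 67 reached the TPM minimum, and 48 of them were higher in *Upf3b*-GalNAc-ASO treated mice (n = 5) than in Control-GalNAc-ASO treated mice (n = 4). Their median log2 fold change was 0.87, with a range from -1.93 to 3.32. At the paper's thresholds 13 were raised and 1 was lowered, and 3 had an adjusted p under 0.05. The mean log2(TPM + 1) of the 67 genes was 5.27 ± 0.53 (SD, n = 5) in *Upf3b*-GalNAc-ASO treated mice and 4.43 ± 0.31 (SD, n = 4) in Control-GalNAc-ASO treated mice. No p-value is given for the set, because the paper chose its genes for this change in the same experiment. Which genes were raised by both ASOs is taken from the paper's table, since the *Upf1*-GalNAc-ASO samples were not analysed here.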

Only 65 transcripts were downregulated in both *Upf3b*-GalNAc-ASO and *Upf1*-GalNAc-ASO treated samples (Fig. 6b, right panel); these likely represent downstream effects of modulating endogenous NMD substrates. 

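Genes past the paper's thresholds, as printed in Table S2, as lowered after both ASO treatments numbered 69. Of the 53 that reached the TPM minimum, 45 were lower in *Upf3b*-GalNAc-ASO treated mice (n = 5) than in Control-GalNAc-ASO treated mice (n = 4). The median log2 fold change was -1.31, with a range from -3.84 to 0.77. At the paper's thresholds 21 were lowered and 0 were raised, and 6 had an adjusted p under 0.05. The mean log2(TPM + 1) of the 53 genes was 3.63 ± 0.24 (SD, n = 5) against 5.04 ± 0.72 (SD, n = 4), and it was lower in every treated mouse. The genes were chosen in the paper for this fall, in the same experiment, so the set is described here without a p-value. Lowered after *Upf3b*-GalNAc-ASO treatment only, in Table S2, were 63 genes. Of these, 55 were tested and 49 were lower, with a median log2 fold change of -1.16.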

The regulated genes are listed in Additional file 2: Table S2. 

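Table S2 lists 1048 genes, and 1047 of them were matched by symbol. For 761 the deposited values gave a log2 fold change to set beside the paper's reported value for *Upf3b*-GalNAc-ASO. Across these genes Pearson's r was 0.62 and Spearman's rho was 0.50, and genes are not independent replicates. With each mouse left out in turn, r stayed between 0.54 and 0.66. The printed values of Table S2 put 247 genes past the paper's thresholds for *Upf3b* (115 raised, 132 lowered), and of the 197 that were tested, 157 changed in the direction the table gives. Of the raised genes 63 of 89 were higher here (median log2 fold change 0.75). Of the lowered genes 94 of 108 were lower (median -1.23). Both lists were selected for their change in the same experiment, so neither direction is tested independently of that selection. Of 186 genes past the paper's thresholds in Table S2 that were also tested between male and female DPBS-treated mice, 33 (17.7%) differed between the sexes with an adjusted p under 0.05. *Ugt1a9* and *Rpl23a-ps3* lie far from the other genes, with log2 fold changes of -6.44 and -5.33 against -0.9 and -0.4 in Table S2. *Ugt1a9* shares exons with the other genes of its family and *Rpl23a-ps3* is a pseudogene. Their reads may therefore be shared with other genes, which was not tested, and their values are uncertain.

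**Figure D4:**
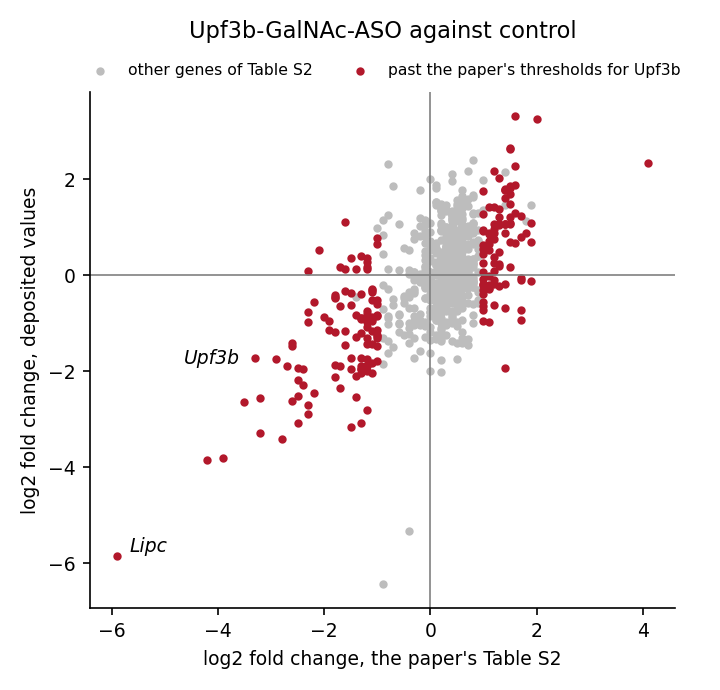
Log2 fold change after *Upf3b*-GalNAc-ASO treatment from the deposited values (vertical axis) against the paper's value in Table S2 (horizontal axis) for 761 genes, with the genes past the paper's thresholds for *Upf3b* in red and the others in gray. *Lipc* is at -5.86 and *Upf3b* at -1.73 on the vertical axis, and the 2 lowest gray points are *Ugt1a9* (-6.44) and *Rpl23a-ps3* (-5.33).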

We performed KEGG pathway analysis on these differentially expressed genes to investigate if any biological pathway is significantly affected by either *Upf1*- or *Upf3b*-GalNAc-ASO mediated NMD inhibition. In *Upf1*-GalNAc-ASO treated samples, genes involved in drug metabolism, inflammation, DNA replication, and immune responses were significantly enriched (Additional file 2: Table S3). Thus, these analyses reflected changes in multiple biological pathways in *Upf1*-GalNAc-ASO treated livers, which is supported by the changes in tolerability measurements. 

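Table S3 names 8 raised and 8 lowered genes of drug metabolism and xenobiotic pathways for *Upf3b*-GalNAc-ASO treated samples. Of the raised genes 7 reached the TPM minimum, and 6 of them were higher in *Upf3b*-GalNAc-ASO treated mice (n = 5) than in Control-GalNAc-ASO treated mice (n = 4), with a median log2 fold change of 0.79. The largest rise was in *Gsta1*, from 5.48 ± 3.03 TPM (SD, n = 4) to 49.4 ± 40.1 TPM (SD, n = 5), a log2 fold change of 2.33 (standard error 0.63, adjusted p = 0.114 from limma). *Gsta1* and *Gsta2* (log2 fold change 0.79) are near-identical genes between which reads are shared. *Cyp2c67* had a log2 fold change of 1.10 (adjusted p = 0.232), and *Gsta4* had the only negative value among the 7, -0.18. Of the 8 lowered genes 3 reached the minimum. *Maob* fell from 100.3 ± 19.8 TPM to 13.5 ± 5.21 TPM, a log2 fold change of -2.89 (standard error 0.38, adjusted p = 0.0047), and was lower in every *Upf3b*-GalNAc-ASO treated mouse than in every Control-GalNAc-ASO treated mouse. *Cyp3a41a* had a log2 fold change of -1.92 (adjusted p = 0.367) and *Cyp2c69* one of 0.08 (adjusted p = 0.965), both within the spread between mice. In DPBS-treated mice both were lower in males than in females, by log2 differences of -6.27 and -6.46. Among the raised genes, *Gstp1* (log2 fold change 0.23) was higher in males there, by 2.91 (adjusted p = 4.25e-08 from limma). The KEGG enrichment was not repeated.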

On the contrary, in *Upf3b*-GalNAc-ASO treated samples, only genes involved in drug metabolism pathways were significantly enriched (Additional file 2: Table S3), which is consistent with the better tolerability profile of *Upf3b*-GalNAc-ASO treatment. These data indicated that ASO-mediated depletion of *Upf3b* in mouse liver induced very few changes to the normal transcriptome compared to the depletion of the robust NMD regulator *Upf1*. This result was consistent with observations in human HeLa cells [28], and supports that UPF3B protein only regulates a subset of endogenous NMD substrates.

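The number of genes at the paper's thresholds after *Upf3b*-GalNAc-ASO treatment was 441 of 9166. It can be set against the 82 of 8971 between Control-GalNAc-ASO and DPBS-treated mice. That comparison is without *Upf3b*-GalNAc-ASO but with groups of other sizes (4 and 11 mice). With each Control-GalNAc-ASO treated mouse left out in turn, the 82 became between 33 and 181. With the mice weighted by limma's arrayWeights, the 82 became 433 and the 441 became 705. The 9 mice given *Upf3b*-GalNAc-ASO or Control-GalNAc-ASO were also split into groups of 5 and 4. Among 100 such splits, the real one included, 4 gave at least 441 genes, with a median of 36.5 genes and a largest count of 891. A change in the treatment effect between males and females was tested as an interaction. It gave 0 genes with an adjusted p under 0.05 and 305 with an unadjusted p under 0.05, with only 2 or 3 mice of each sex per group. The paper sets the changed mRNAs after *Upf3b*-GalNAc-ASO treatment beside those after *Upf1*-GalNAc-ASO treatment and the pathways enriched among each. From the smaller number and the single group of pathways after *Upf3b*-GalNAc-ASO treatment, it concludes that depletion of *Upf3b* changed few normal transcripts compared to depletion of *Upf1*. The *Upf1*-GalNAc-ASO side of that comparison was not analysed here.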

**Fig. 6:**
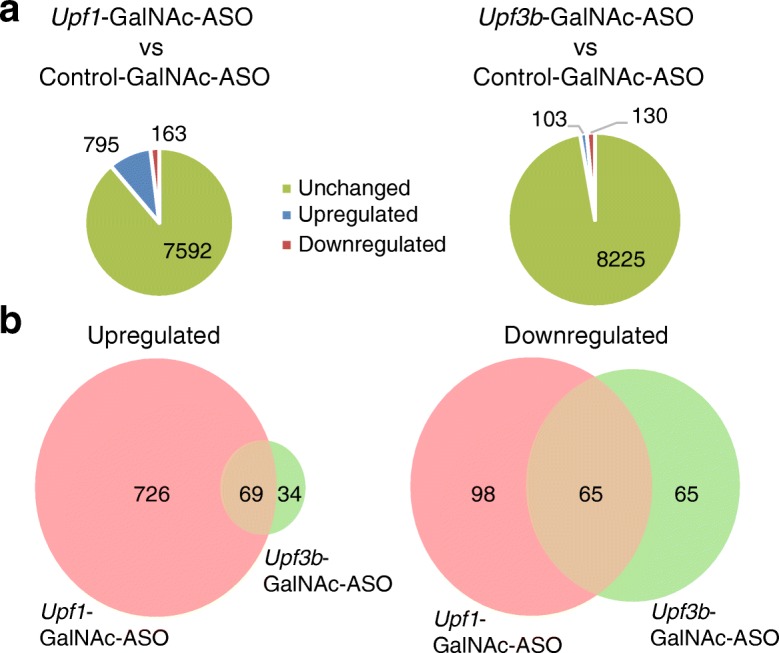
GalNAc-ASO-mediated *Upf3b* depletion in hemophilia mouse liver affects a small subset of normal transcripts. *hFIX-R29X* mice aged 8–14 weeks (*n* = 3–4) were treated every five days with six total doses of DPBS, Control-GalNAc-ASO (15 mg/kg), *Upf1*-GalNAc-ASO (10 mg/kg), or *Upf3b*-GalNAc-ASO (10 mg/kg). Animals were sacrificed 48 h after the last dose. Total RNA from livers was isolated and analyzed by transcriptome analysis. **a** *Pie charts* showing the numbers of differentially expressed genes in livers of *Upf1*-GalNAc-ASO treated mice compared to Control-GalNAc-ASO treated mice (*left*) and in livers of *Upf3b*-GalNAc-ASO treated mice compared to Control-GalNAc-ASO treated mice (*right*). **b** *Venn diagrams* comparing differentially expressed genes in livers of *Upf1*-GalNAc-ASO treated mice and *Upf3b*-GalNAc-ASO treated mice. *Left*: Upregulated genes. *Right*: Downregulated genes

### A *Upf3b*-GalNAc-ASO in combination with translational read-through molecules improved FIX coagulation activity in hemophilia B mice

To evaluate if the inhibition of the NMD pathway by *Upf3b*-GalNAc-ASO improves the efficacy of read-through therapy, we tested combination treatments of *Upf3b*-GalNAc-ASO and read-through agents in hemophilia B mice. Previously, treatment of *hFIX-R29X* mice with the small-molecule read-through drug geneticin alone did not result in detectable full-length protein in plasma [52]. This could be because: (1) the *hFIX-R29X* mRNA level was insufficient for translational read-though to produce detectable amounts of full-length protein; and (2) this small molecule read-through drug is not efficient in promoting translational read-through of *hFIX-R29X* mRNA. Since the depletion of the translation termination factor eRF3a leads to efficient translational read-through of a reporter gene in human cells [58], we developed an ASO targeting *Gspt1* mRNA, the mouse homolog of *eRF3a*, as a second approach in addition to geneticin to promote efficient read-through in vivo. In order to maximize the read-through efficiency, we also tested the triple combination of *Upf3b*-GalNAc-ASO, *Gspt1*-GalNAc-ASO, and geneticin.

*hFIX-R29X* mice were treated with *Upf3b*-GalNAc-ASO (10 mg/kg), *Gspt1*-GalNAc-ASO (5 mg/kg) or a combination of *Upf3b*-GalNAc-ASO (10 mg/kg) and *Gspt1*-GalNAc-ASO (5 mg/kg) every five days with six total doses for 4.5 weeks. During the last week of treatment, one group of each *Upf3b*-GalNAc-ASO-treated, *Gspt1*-GalNAc-ASO-treated or *Upf3b*-GalNAc-ASO/Gspt1-GalNAc-ASO-treated mice were also treated with 28 mg/kg geneticin daily for seven days. Animals were sacrificed 48 h after the last ASO treatments and 9 h after the last dose of geneticin.

The expression of both *Upf3b* and *Gspt1* were significantly reduced by ASO treatments (Fig. 7a and b, and Additional file 1: Figure S7). ASO-mediated depletion of *Upf3b* in mouse livers led to significant upregulation of *hFIX-R29X* mRNA (Fig. 7c). Of note, we observed differential *hFIX-R29X* mRNA levels in male and female *hFIX-R29X* mice (Fig. 7c), which was also observed in our previous experiment (Fig. 5), but has not been reported previously. In these mice, *hFIX-R29X* mRNA expression was 4.7-fold higher in male than in female mice (Fig. 7c). When treated with the *Upf3b*-GalNAc-ASO, the level of *hFIX-R29X* mRNA in male mice increased from approximately 30% to 93% of the level in male *hFIX-WT* mice (approximately a threefold upregulation) (Fig. 7c). In female *hFIX-R29X* mice, *hFIX* mRNA was basally expressed about 7.8% of levels in *hFIX-WT* mice. *hFIX-R29X* mRNA levels were upregulated to about 34% of levels in *hFIX-WT* mice after *Upf3b*-GalNAc-ASO treatment (approximately a fourfold upregulation), which was still significantly lower than male mice treated with *Upf3b*-GalNAc-ASO (Fig. 7c). The reason for the *hFIX-R29X* differential expression in male and female mice is unclear. Interestingly, when *Upf3b*-GalNAc-ASO treatment was combined with geneticin or *Gspt1*-ASO treatment, we detected hFIX protein in male mouse plasma but not in plasma from female mice (Fig. 7d). The level of *hFIX-R29X* mRNA in female hemophilia mice may not have been sufficient to produce detectable full-length protein in the presence of read-through agents. The amount of hFIX protein detected in male hemophilia mice with either the combination of *Upf3b*-GalNAc-ASO and *Gspt1*-GalNAc-ASO, or the combination of *Upf3b*-GalNAc-ASO and geneticin, although reliably detected, remained lower than the threshold 1% of *hFIX-WT* abundance (Fig. 7d). Interestingly, when combining all three treatments together (*Upf3b*-GalNAc-ASO/*Gspt1*-GalNAc ASO/geneticn), we were able to detect full-length hFIX proteins in female hemophilia mice, while the abundance was < 1% of *hFIX-WT* mice. Moreover, in the male mice received triple combination treatment, the plasma full-length hFIX protein level rose to ~ 2–3% of the level in *hFIX-WT* animals (Fig. 7d). No full-length hFIX protein was detected in mice with combination treatment of *Gspt1*-GalNAc-ASO and geneticin, indicating the stabilization of *hF9-R29X* mRNA by NMD-inhibition is critical in producing full-length protein in this mouse model. To determine if the increased production of full-length hFIX protein in male *hFIX-R29X* mice resulted in an enhanced FIX activity, activated partial thromboplastin time (APTT) was determined in samples from untreated male mice and male mice treated with *Upf3b*-GalNAc-ASO, geneticin, *Gspt1*-GalNAc-ASO or combinations of these agents. As expected, the triple combination treatment, but not treatments with individual or double combinations, led to significant coagulation activity rescue in male hemophilia mice (Fig. 7e). In summary, we showed that GalNAc-ASO-mediated depletion of *Upf3b* in *hFIX-R29X* mice was well tolerated, significantly stabilized the level of the *hFIX-R29X* mRNA, and only affected a small subset of normal transcripts. We further showed that combining *Upf3b*-GalNAc-ASO treatment with reagents that induce translational read-through led to the production of full-length hFIX protein and improvement of hFIX coagulation activity.

**Fig. 7:**
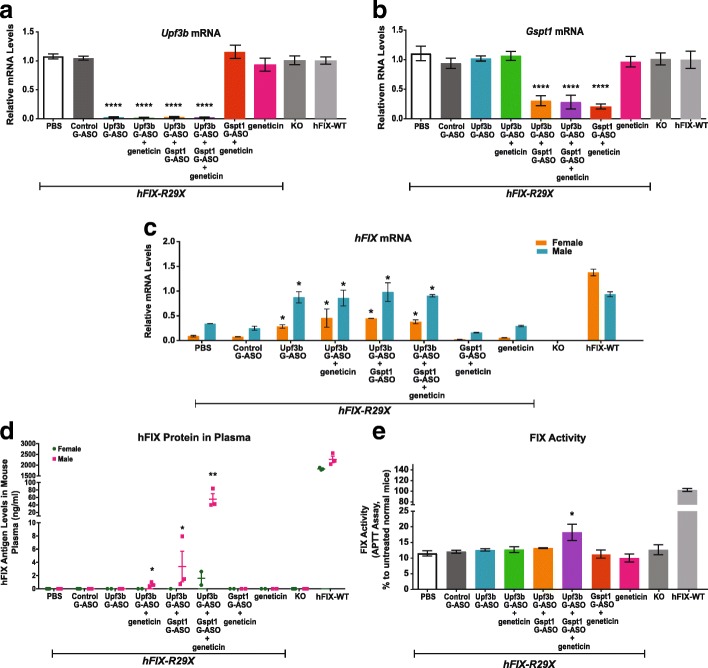
Combination treatment of *Upf3b*-ASO and read-through agents results in production of full-length hFIX protein and improved coagulation activity in *hFIX*-R29X mice. *hFIX-R29X* mice aged 8–14 weeks (n = 5–6, 2–3 female and 3 male mice per group) were treated every five days with six total doses of DPBS, Control-GalNAc-ASO (Control G-ASO, 15 mg/kg) *Upf3b*-GalNAc-ASO (Upf3b G-ASO, 10 mg/kg), *Gspt1*-GalNAc-ASO (Gspt1 G-ASO, 5 mg/kg), or a combination of *Upf3b*-GalNAc-ASO (Upf3b G-ASO, 10 mg/kg) and *Gspt1*-GalNAc-ASO (Gspt1 G-ASO, 5 mg/kg). Geneticin (28 mg/kg) was administered daily during the final seven days of the study either alone, in combination with *Upf3b*-GalNAc-ASO treatment, *Gspt1*-GalNac-ASO treatment, or in combination with *Upf3b*- and *Gspt1*-GalNAc-ASOs as described. Animals were sacrificed 48 h after the last dose of ASO and 9 h after the last dose of geneticin. Untreated KO and *hFIX*-WT mice were used as controls. Results are presented as means ± standard errors. **a** *Upf3b*, **b** *Gspt1*, and **c** *hFIX* mRNA levels were analyzed by qPCR from mouse liver total RNA samples. *Gapdh* was used as an endogenous control. The expression levels in *hFIX-WT* mouse liver were set as 1. **d** Mouse plasma hFIX protein levels as measure by ELISA. **e** APTT FIX activity assay in plasma from treated male mice (n = 3). Data were normalized using a standard curve generated with pooled WT C57BL6/J mouse plasma. Statistical significance was determined using either a one-way ANOVA (**a**, **b**, **e**) or a two-way ANOVA (**c**, **d**) and Dunnett’s multiple comparison test in Prism. All groups were compared to DPBS-treated *hFIX-R29X* mouse group. * *p* < 0.05; ** *p* < 0.01; **** *p* < 0.0001

## Discussion

In this study, we generated a catalog of efficacious and safe antisense oligonucleotides targeting each component of the NMD pathway. Testing these ASOs in vitro, we classified NMD factors into three categories: “robust,” “modest,” and “passive” based on their regulation of NMD. ASOs targeting the robust regulators *Upf1*, *Upf2*, *Smg1*, and *Smg6* efficiently inhibited degradation of a reporter-gene-based NMD target and regulated most endogenous NMD substrates tested (Figs. 1 and 2). ASOs targeting the modest NMD regulators *Upf3b*, *Smg5*, and *Smg7* only moderately affected the reporter and upregulated a few endogenous NMD substrates tested (Figs. 1 and 2). ASOs targeting the passive NMD regulators *Smg8* and *Smg9* did not alter reporter degradation and stabilized few endogenous NMD substrates (Figs. 1 and 2). In line with this, ASO-mediated depletion of *Smg8* and *Smg9* in mouse liver were well tolerated (Additional file 2: Table S1). Also, as expected, ASO-mediated depletion of the robust NMD regulators were less well tolerated compared to the depletion of the modest NMD regulators in vivo (Additional file 2: Table S1). These results are consistent with reports that the complete knock out of robust NMD regulators *Upf1*, *Upf2*, *Smg1*, and *Smg6* result in early embryonic lethality in mice [21–24], whereas *Upf3b*-null mice are viable and fertile [38, 59].

Interestingly, depletion of the robust NMD factor *Smg6* was better tolerated than the depletion of other robust NMD factors. SMG6 mediates endonucleolytic degradation of PTC-containing transcripts, which may also be degraded by the SMG5-SMG7 mediated exonucleolytic decay pathway. Recently, a transcriptome analysis revealed that SMG6 and SMG7 act on essentially the same transcripts, indicating extensive redundancy between the endo- and exonucleolytic decay routes [30]. These results may underlie the tolerability of ASO-mediated *Smg6* depletion in vivo. Both in vitro (Figs. 1 and 2) and in vivo (data not shown) results indicate that ASO-mediated *Smg6* depletion induced a much more robust NMD inhibition compared to either *Smg5* or *Smg7* depletion. This suggests that, at least in liver cells, the SMG6-mediated endonucleolytic decay pathway could be the primary decay pathway for NMD and that the SMG5-SMG7-mediated exonucleolytic decay pathway could function as a secondary decay mechanism. In support of this, ASOs targeting *Smg5* and *Smg7* are much better tolerated in mouse liver than the *Smg6*-ASO (Additional file 2: Table S1).

The depletion of the third modest NMD regulator *Upf3b* to > 95% was well tolerated in both normal and diseased mice. This is probably because UPF3B only regulates a subset of the NMD substrates, as it has been reported that NMD can occur in the absence of UPF3B [28, 38, 59]. Using whole transcriptome analysis of mouse livers treated with ASOs, we confirmed that only ~ 2.8% of detected transcripts are affected by ASO-mediated *Upf3b* depletion, which is a very small subset compared to the ~ 11.4% of the liver transcriptome affected by ASO-mediated *Upf1* depletion (Fig. 6).

To our surprise, the depletion of *Upf3b* elicited significant upregulation of the PTC-containing mutant mRNAs to levels equivalent to 60–70% of WT transcript expression in both mdx and hemophilia mouse models (Figs. 4 and 5). UPF3B levels increase during myogenesis, resulting in an increase in the efficiency of UPF3B-dependent NMD [60]. This could contribute to the sensitivity of *Upf3b* depletion in the muscles of mdx mice. In the *hFIX-R29X* mice, the nonsense codon is located in the last exon of the minigene. This transcript, due to a lack of exon junctions downstream of the PTC, should be subjected to EJC-independent NMD. UPF3B protein was originally thought to function as a bridge between the EJC and UPF1. Recently, it has become clear that UPF3B also functions in the EJC-independent NMD pathway. In the absence of a downstream EJC, the recruitment of UPF3B to PTC-containing mRNAs occurs slowly, and therefore these PTC-containing transcripts are more sensitive to the depletion of UPF3B [61]. Overall, our results suggested that the UPF3B-dependent NMD pathway plays an important role in degrading PTC-containing mutant transcripts in both mdx and hemophilia mouse models, which seems to be in accordance with a recent report that assigned a central role for UPF3B in the NMD pathway [62]. Using a fully reconstituted in vitro translation system, Neu-Yilik et al. demonstrated that UPF3B plays dual role in both early and late translation termination and therefore is involved in the crosstalk between NMD machinery and the PTC-bound ribosome, a central mechanistic step of NMD [62]. However, this raises the question of why the UPF3B-dependent NMD branch appears to regulate a small subset of endogenous substrates. The answer might lie in the fundamental differences in translation termination between PTCs in mutant transcripts and NMD-induceing stop codons in  normal transcripts. 

Although it significantly increased the PTC-containing transcript levels, *Upf3b*-ASO treatment alone did not ameliorate disease phenotypes in either mdx or hemophilia mouse model. This is likely due to two reasons: first, the truncated proteins produced in these two mouse models have no residual function; and second, the basal read-through levels are low for both of the transcripts. Importantly, *Upf3b*-ASO-mediated NMD inhibition did significantly improve the efficacy of the small molecule read-through drug geneticin (Fig. 7). Furthermore, when combined with *Gspt1*-ASO treatment to further promote translational read-through, plasma hFIX protein level rose to ~ 2–3% of that in the WT mice (Fig. 7d). The increased hFIX protein was functional, as shown by significant improvement in hFIX activity in plasma from mice treated with the triple combination of *Upf3b*-ASO, *Gspt1*-ASO, and geneticin (Fig. 7e). Therefore, inhibition of NMD with *Upf3b*-ASO could be part of a viable therapeutic approach for diseases caused by this type of nonsense mutation. In future studies, it will be important to evaluate the therapeutic effect of ASO-mediated *Upf3b* depletion as a standalone treatment in a disease model where the mutant protein remains at least partially functional.

Of note, NMD is a cell type- and tissue-specific process [63]. Different cell types differ in their sensitivity to NMD factor depletion [63]. For example, *Smg8* was shown to be essential for the degradation of a PTC-containing mRNA encoding a mutant collagen in fibroblasts isolated from patients with Ullrich congenital muscular dystrophy [13]. In this system, siRNAs targeting *Smg8* restored defective mRNA and protein levels without affecting cell growth [13]. Therefore, it will be important to test the effects of depleting each NMD factor in relevant models in vivo to identify the optimal therapeutic target. The ASOs we generated provide tools to enable these experiments in murine systems.

## Conclusions

In this study, we took advantage of antisense technology to systematically target each component of the nonsense-mediated mRNA decay pathway to investigate whether NMD inhibition has the potential as a therapeutic strategy for treating human diseases caused by nonsense mutations. We demonstrated that depletion of the modest NMD regulator *Upf3b* was well tolerated in both normal and diseased mice. Importantly, we showed that ASO-mediated depletion of *Upf3b* significantly stabilized PTC-containing mutant transcripts and had a minimal impact on the normal transcriptome. Further, we demonstrated that *Upf3b*-ASO treatment significantly enhanced the efficacy of read-through therapy and led to improved coagulation activity in a hemophilia mouse model. Our results suggest that ASO-mediated depletion of the NMD factor UPF3B is potentially a safe and effective approach for the treatment of diseases caused by nonsense mutations.

## Methods

### Antisense oligonucleotides

Antisense oligonucleotides used in this study were chemically modified with phosphorothioate in the backbone and constrained ethyl (cET) modifications in the wings with a central 10-nucleotide deoxy gap (3-10-3 gapmer). Oligonucleotides were synthesized using an Applied Biosystems 380B automated DNA synthesizer (PerkinElmer Life and Analytical Sciences) and purified as previously described [34, 64]. ASO sequences are provided in Additional file 2: Table S1. Lyophilized ASOs were dissolved in sterile DPBS (without calcium or magnesium) and quantified by ultraviolet spectrometry, diluted to the desired concentration, sterilized through a 0.2-μm filter.

### Cell culture and transfection

Mouse liver MHT cells [65] were cultured in DMEM containing 10% fetal bovine serum, in 5% CO_2_ at 37 °C. Cells were co-transfected with WT or mutant β-GLOBIN-luciferase construct encoding the Renilla luciferase with a Firefly luciferase control construct [36] using Effectene transfection reagent following the manufacturer’s protocol (Qiagen). Transfected cells were then selected by G418 and single colonies were isolated for further analysis. For ASO treatment, stably transfected cells were seeded at 96-well plate at concentration of 5000 cell/well. ASOs were added to the culture media 5–12 h after seeding cells at the indicated concentrations. Cells were harvested 72 h after ASO-treatment.

### Animals

All the animals of wild-type (purchased from JAX), mdx [66] (purchased from JAX), and hemophilia mice [51] (licensed from The Children’s Hospital of Philadelphia and maintained in Taconic) genotypes were housed under standard conditions in a pathogen-free mouse facility. All animal studies were approved by Institutional Animal Care and Use Committees at Ionis Pharmaceuticals and were conducted in accordance with the United States Public Health Service’s Policy on Human Care and Use of Laboratory Animals. ASOs were administrated subcutaneously at a volume of 10 μL/g. Geneticin (G418) (5.6 mg/mL) was administrated subcutaneously at a volume 5 μL/g.

### Plasma chemistry analysis

Blood samples were collected by cardiac puncture at time of sacrifice. Plasma chemistry values were measured on the AU480 Clinical Chemistry Analyzer (Beckman Coulter).

### RNA analysis

Cultured cells were lysed and the total RNA was extracted with Qiagen RNeasy columns. Animal tissues were homogenized in guanidine isothiocyanate solution (Invitrogen) supplemented with 8% 2-mercaptoethanol (Sigma-Aldrich). Total RNA was prepared using the RNeasy Mini Kit (Qiagen). Quantitative real-time PCR (qRT-PCR) was performed using an ABI step-one sequence detector. Taqman primer probe sequences are listed in Additional file 2: Table S4.

### Protein analysis

NMD factor protein levels were measured using western blot. Cultured cells were lysed with RIPA buffer (Thermo Fisher Scientific) containing Halt Protease Inhibitor Cocktail (Life Technologies). Animal tissues were homogenized in the same buffer. Protein concentrations were determined using the BioRad DC protein assay, and protein was loaded (25 ug for cell samples and 40 ug for tissue samples) onto a 4–15% Criterion™ TGX™ Precast Midi Protein Gel (BioRad). Western blot membranes were probed with primary anti-UPF1 antibody, anti-UPF2 antibody (both generously provided by Dr. Jens Lykke-Anderson (UCSD), anti-UPF3B antibody (Boster Immunoleader PB9843), anti-SMG1 antibody (Bethyl Laboratory A301-535A), anti-SMG6 antibody (Abcam ab87539), anti-SMG9 antibody (Abcam ab85659), or anti-GSPT1 antibody (Abcam ab49878). An antibody against β-Actin (Sigma A5316) was used as a loading control. Membranes were then incubated with IRDye secondary antibodies (Li-COR) and scanned using an Odyssey infrared system (Li-COR). Images were quantified using Image Studio (Li-COR). The western blot for dystrophin was performed using NuPAGE Novex 3–8% Tris-Acetate Protein Gel (Life Technologies). Blot was incubated with anti-Dystrophin (Leica NCL-DYS2; 1:100) and anti-alpha actinin (Abcam EP2529Y; 1:20,000) followed by anti-mouse IgG, HRP-linked antibody (CST#7076) anti-rabbit IgG, HRP-linked antibody (CST #7074) and then detected using the Amersham ECL Prime Western Blotting Detection Reagent (GE RPN2232 Life Sciences).

hFIX protein level in mouse plasma was measured by ELISA using Human Factor IX ELISA Kit (Abcam ab188393) following manufacture instructions.

### RNA-sequencing analysis

RNA-sequencing (RNA-seq) was performed by sequencing fragmented libraries from purified total RNA using Illumina Tru-seq protocol. Samples were sequenced on an Illumina HiSeq2500 average depth of approximately 30 × 10^6 reads and had an average alignment rate of 70%. Read data were demultiplexed and transcript quantitation was performed using Salmon-Ver-0.7.2 with the quasi-mapping based mode and default parameters (Automated libType detection: -l A) [67]. A Salmon gene model index was built using complementary DNA sequences from Ensembl Mus musculus Build-81 (genome build GRCm38) and used in read alignment. Expression values are reported as TPM. Genes were identified as differentially expressed assuming a model of gene expression variance derived from a negative binomial distribution and based upon gene expression levels in the reference cohorts. Gene-specific *p* values were computed for each biological replicate and median-aggregated. Genes whose median aggregate *p* value were ≤ 0.01 and had an average log2-fold-change magnitude > 1 within a group were considered significant and used in downstream analysis.

Differentially expressed genes were analyzed according to predefined pathways or functional categories annotated by KEGG [11] using the DAVID bioinformatic resource [29].

### FIX activity assay

FIX activity assay was done at UCSD Murine Hematology and Coagulation Core Laboratory. In brief, clotting times are determined in duplicate with an ST4 semi-automated mechanical coagulation instrument (Diagnostica Stago, NJ). A total of 30 μL of citrated sample plasma diluted 1/10 in HN/BSA buffer are incubated with 30 μL of APTT reagent and 30 μL of human citrated plasma deficient of factor IX at 37 °C for 5 min, followed by the addition of 30 μL of 25 mM 37 °C CaCl2 to initiate clotting. Time until clot formation is measured and interpolated on a standard curve of serial dilutions citrated normal (BL/6 pool) mouse plasma tested as described to give reported result in % BL/6.

## Additional files

Additional file 1: This file contains seven supplementary figures (**Figures S1–S7**).

Additional file 2: This file contains four supplementary tables (**Tables S1–S4**).

# Supplementary material for: Antisense suppression of the nonsense mediated decay factor Upf3b as a potential treatment for diseases caused by nonsense mutations
**Source:** Genome Biol. 2018 Jan 15;19:4. doi: 10.1186/s13059-017-1386-9
**Supplement:** Supplementary file 1 — This file contains seven supplementary figures (Figures S1–S7).

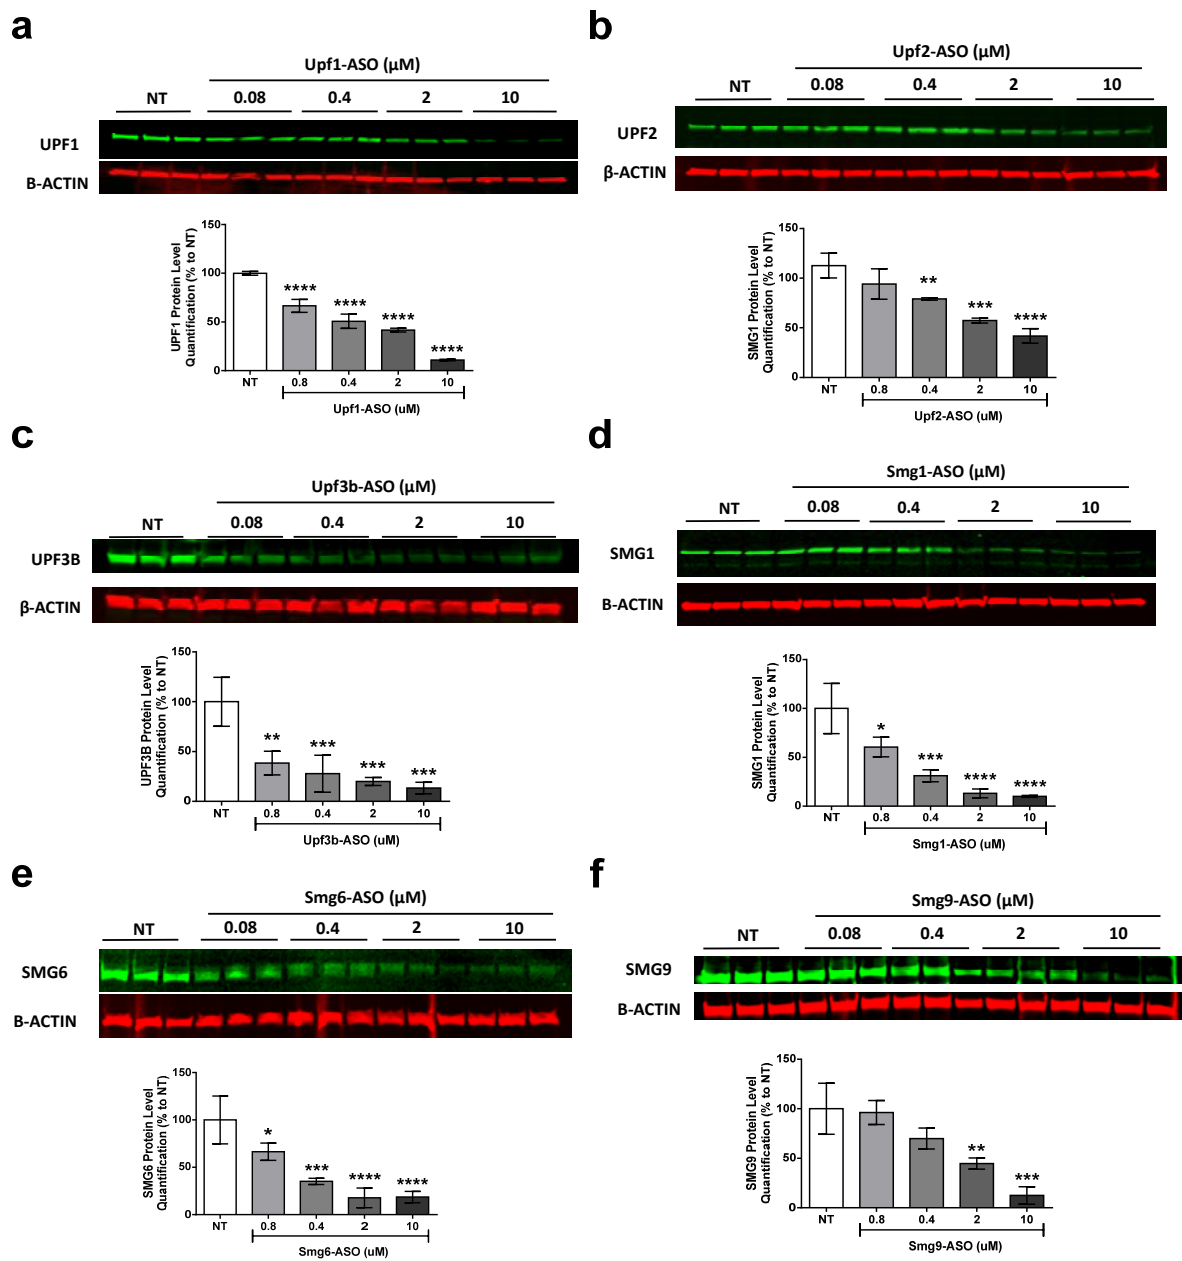

Fig. S1

Figure S1. ASO targeting NMD factors achieve protein level target reduction in a dose-dependent manner

Mouse MHT cells were treated with ASOs targeting mouse NMD factors by free uptake for 72 hrs at the indicated concentrations. NMD factor protein levels were evaluated by western blot with antibodies specific to each of the NMD factors.  $\beta$ -Actin was included as loading control. Western blot membranes were scanned using an Odyssey imaging system and quantified using Image Studio (LI-COR).

Quantification results are presented as means plus or minus standard errors (n=3). The protein level in NT samples was set as 1. **a** *Upf1*-ASO treated cells. **b** *Upf2*-ASO treated cells. **c** *Smg1*-ASO treated cells. **d** *Smg6*-ASO treated cells. **e** *Upf3b*-ASO treated cells. **f** *Smg9*-ASO treated cells. Statistical significance was determined using a one-way ANOVA and Dunnett's multiple comparison test in Prism. All groups were compared to NT group within each measurement. \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\*  $p < 0.0001$ .

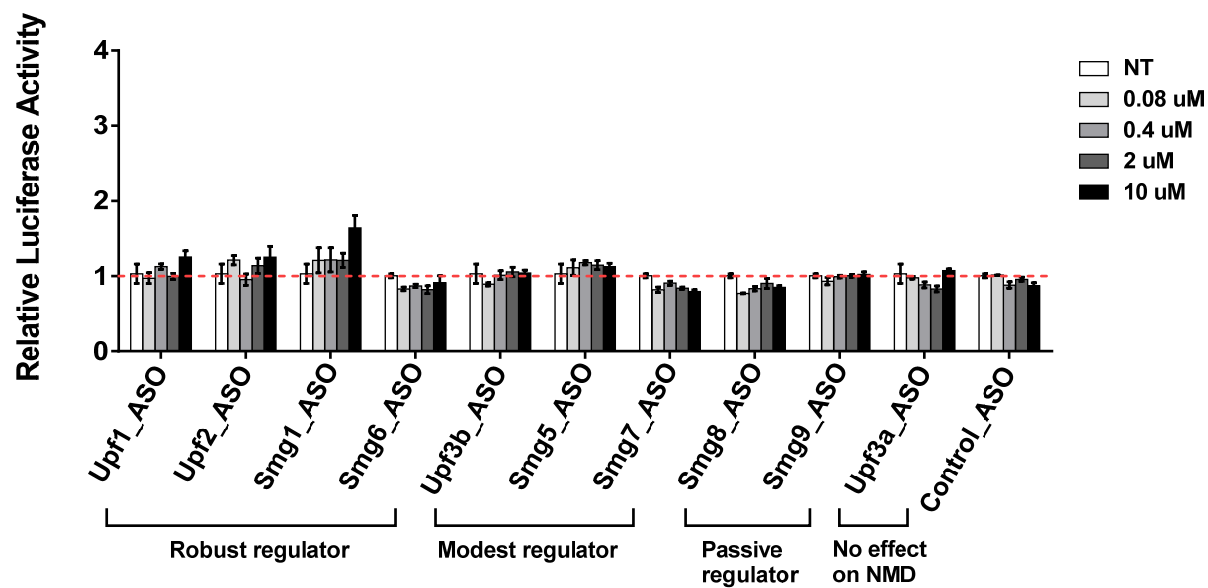

Fig. S2

Figure S2. ASOs targeting NMD factors do not affect wild-type  $\beta$ -*GLOBIN* luciferase reporter.

**a**

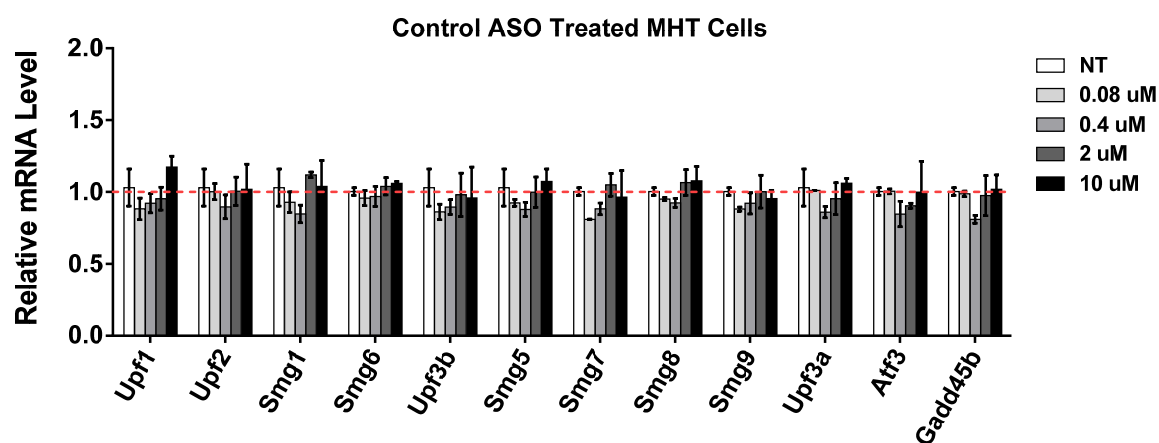

**b**

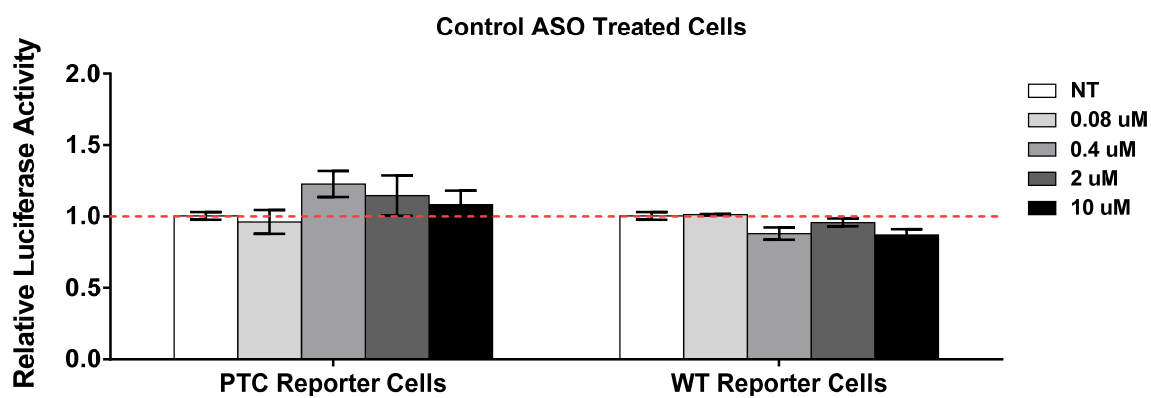

Fig. S3

Figure S3. Control ASO has no effect on the levels of the NMD factors and the NMD substrates.

Mouse MHT cells were treated with a control-ASO by free uptake for 72 hrs at the indicated concentrations. Results are normalized and presented as in Figure 1. **a** qPCR analysis of the mRNA levels of each NMD factor and/or NMD substrate. **b** Relative luciferase activity is shown from the PTC- or WT- $\beta$ -*GLOBIN* luciferase reporter cell line.

**a**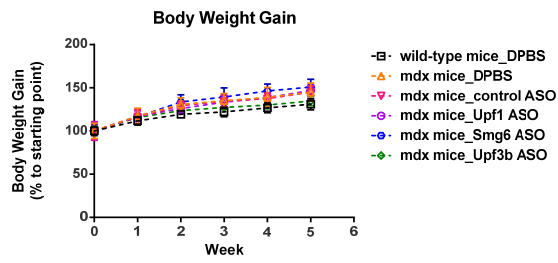**b**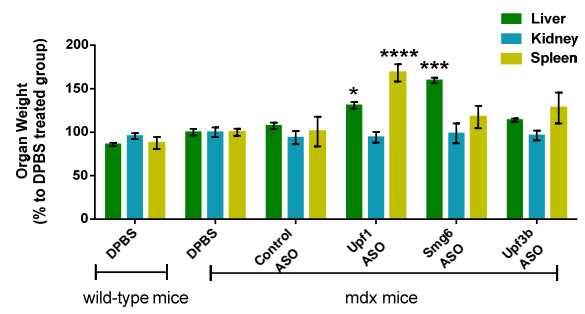**c**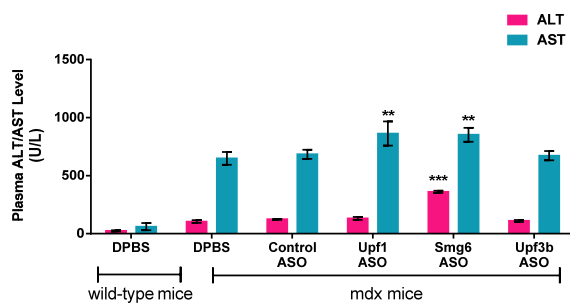**d**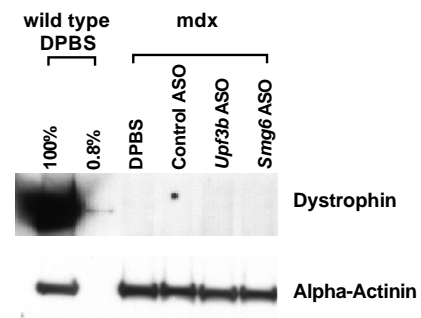

Fig. S4

Figure S4. ASO-mediated Upf3b depletion is well tolerated in mdx mice.

Study was performed as described in Figure 4. Results are presented as means plus or minus standard errors. **a** Body weights measured once a week. **b** Liver, kidney, and spleen weights measured at necropsy. **c** Plasma ALT and AST levels measured by clinical analyzer at necropsy. **d** Dystrophin protein levels from TA tissue samples analyzed by western blot with a dystrophin-specific antibody. Alpha-actinin was included as a loading control. Statistical significance was determined using a one-way ANOVA and Dunnett's multiple comparison test in Prism. All groups were compared to DPBS treated mdx mouse group within each measurement. \*\* $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

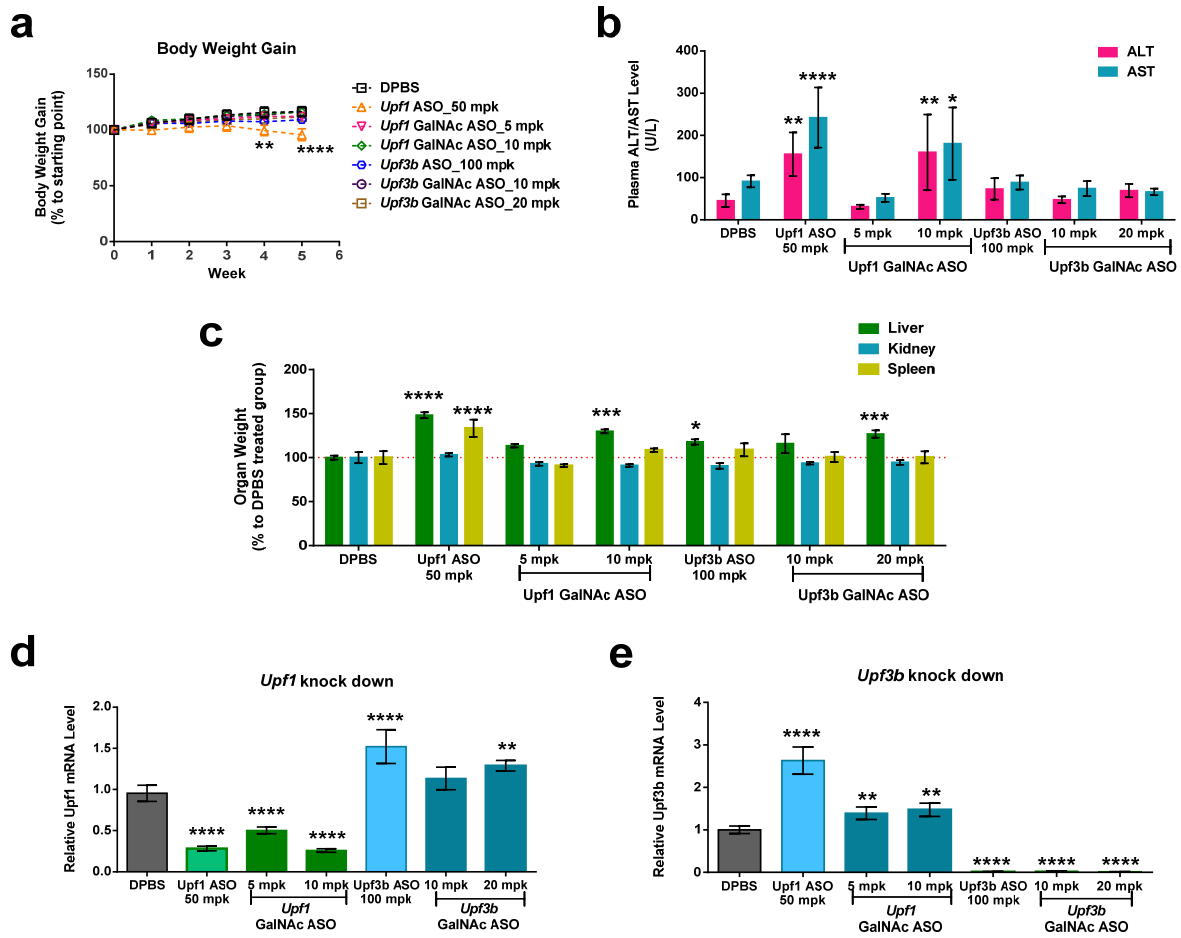

Fig. S5

Figure S5. GalNAc-ASOs significantly improves ASO efficacy and tolerability in the liver.

Mice (n=4) were treated with DPBS, *Upf1*-ASO (50 mg/kg/week), *Upf1*-GalNAc-ASO (5 or 10 mg/kg/week), *Upf3b*-ASO (100 mg/kg/week), or *Upf3b*-GalNAc-ASO (10 or 20 mg/kg/week) every 5 days with 6 total doses for 4.5 weeks. Necropsy was performed 48 hrs after the last dose of ASO. Results are presented as means plus or minus standard errors. **a** Body weights measured once a week. **b** Plasma ALT and AST levels measured by clinical analyzer at necropsy. **c** Liver, kidney, and spleen weights measured at necropsy. **d, e** mRNA was purified from mouse liver and *Upf1* (**d**) or *Upf3b* (**e**) mRNA levels were measured by qPCR. *Gapdh* was used as an endogenous control. *Upf1* or *Upf3b* mRNA level in DPBS treated animals was set as 1. Statistical significance was determined using either a two-way ANOVA (panel **a, b**, and **c**) or a one-way ANOVA (panel **d** and **e**) and Dunnett's multiple comparison test in Prism. All groups were compared to DPBS-treated mouse group. \*p<0.05; \*\*p<0.01; \*\*\*p<0.001; \*\*\*\*p<0.0001.

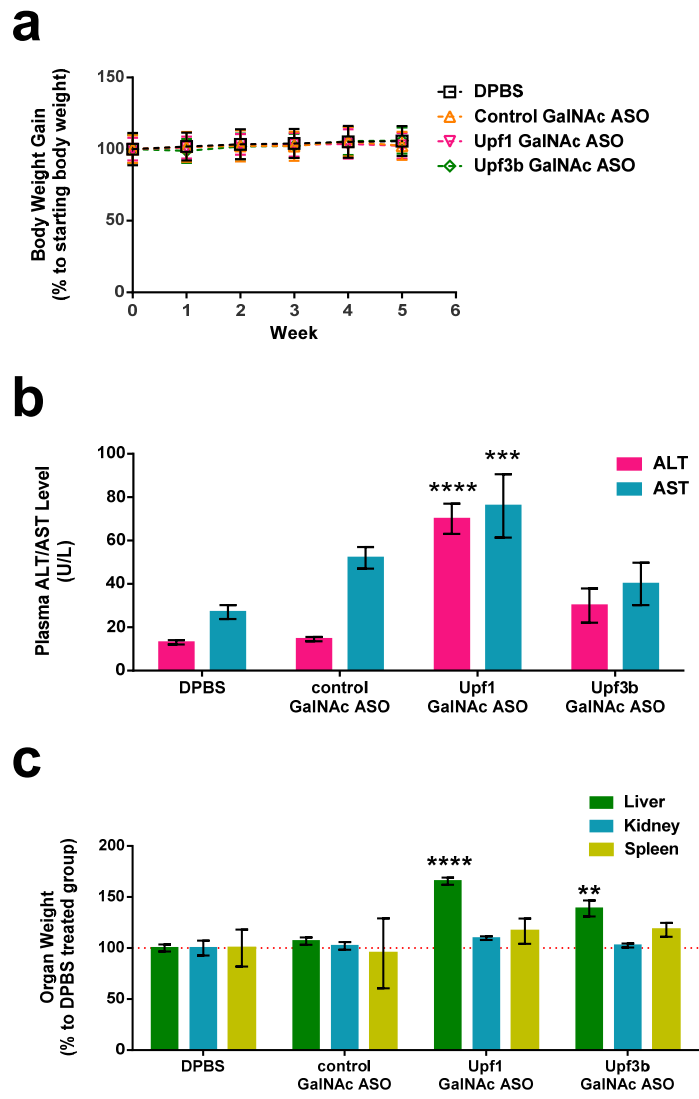

Fig. S6

Figure S6. An *Upf3b*-GalNAc-ASO, but not an *Upf1*-GalNAc-ASO, is well tolerated in hemophilia mice. Study was performed as described in Figure 5. Results are presented as means plus or minus standard errors. **a** Body weights measured once a week. **b** Plasma ALT and AST levels measured by clinical analyzer at necropsy. **c** Liver, kidney, and spleen weights measured at necropsy. Statistical significance was determined using a one-way ANOVA and Dunnett's multiple comparison test in Prism. All groups were compared to DPBS-treated mice. \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ; \*\*\*\*  $p < 0.0001$ .

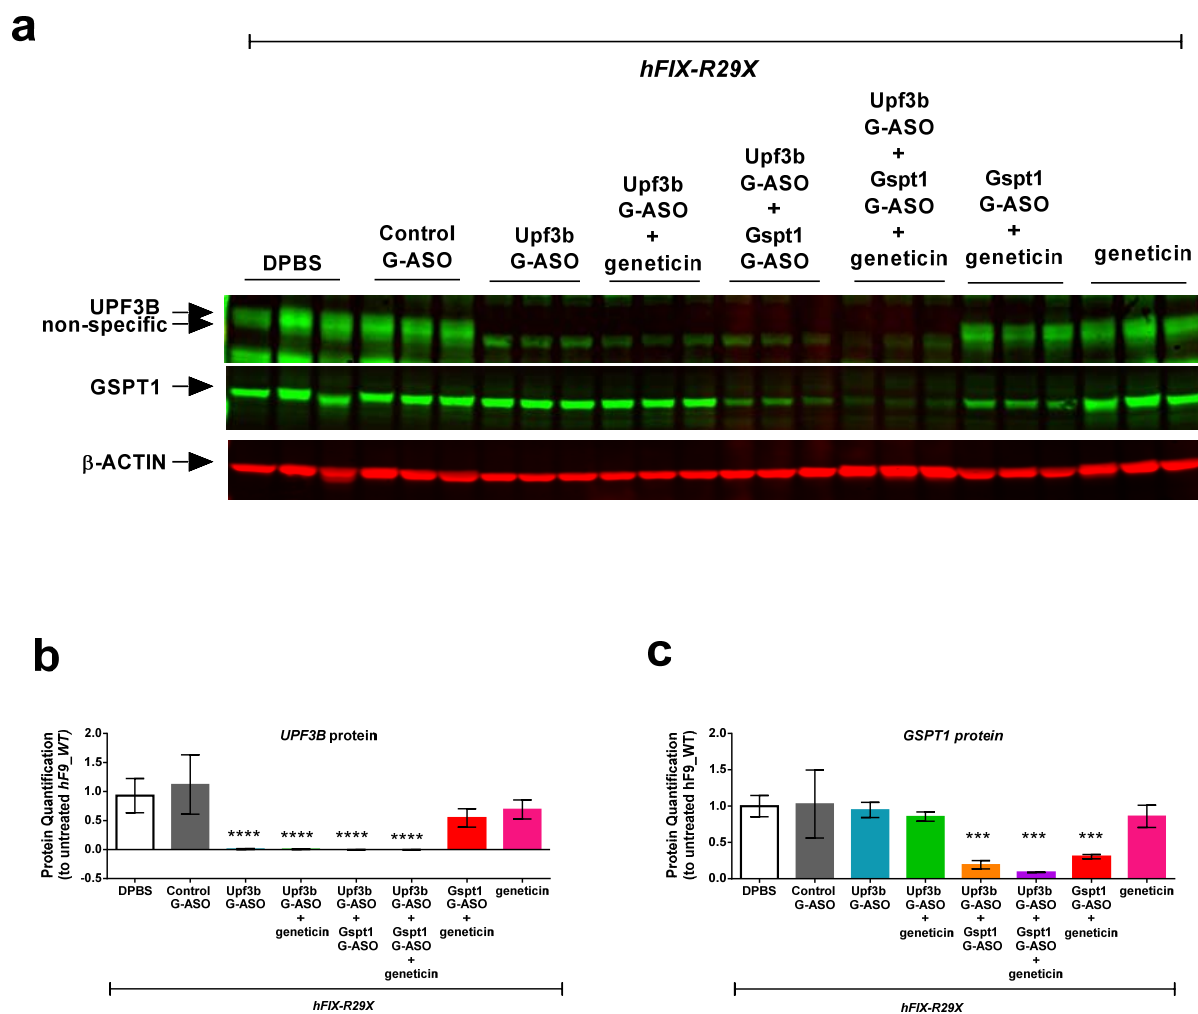

Fig. S7

Figure S7. ASO-mediated depletion of UPF3B and GSPT1 in Hemophilia mice.

Study was performed as described in Figure 7. Western blot analysis was performed on mouse liver samples. **a** Odyssey images of the western blot. **b** and **c** Image studio quantification of the western blot image in **a**.  $\beta$ -ACTIN protein levels were used as a loading control. Results are presented as means plus or minus standard errors. Statistical significance was determined using a one-way ANOVA and Dunnett's multiple comparison test in Prism. All groups were compared to DPBS-treated mice. \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$ .

How the deposited data were processed for this re-analysis (not part of the article)

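RNA was extracted from the livers of 31 *hFIX-R29X* mice in 5 groups and sequenced separately for each mouse. The groups were 11 mice given DPBS (6 female, 5 male), 4 given Control-GalNAc-ASO at 15 mg/kg (2 female, 2 male), 5 given *Upf3b*-GalNAc-ASO at 10 mg/kg (2 female, 3 male), 6 given Control-GalNAc-ASO at 20 mg/kg (3 female, 3 male) and 5 given *Upf3b*-GalNAc-ASO at 20 mg/kg (2 female, 3 male). Each mouse was assigned to its group, replicate number and sex by its sample label. The groups at 15 and 10 mg/kg were taken as those of the paper by their dose in mg/kg. The paper gives these doses every 5 days, as does the protocol in the sample labels, while the dose entry of the labels calls them weekly. The groups at 20 mg/kg are known from the sample labels. The paper gives this dose of *Upf3b*-GalNAc-ASO only for the mice of Figure S5, by qPCR, and reports no RNA-seq for it, so the results of these groups are given only in the observations after the paper. Samples of *Upf1*-GalNAc-ASO treated mice were not analysed here. *Ddx3y*, a gene of the Y chromosome, was between 14.7 and 67.1 TPM in mice labelled male and between 0 and 1.95 TPM in mice labelled female.

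The authors quantified transcripts with Salmon in quasi-mapping mode against Ensembl mouse cDNA (GRCm38) and deposited TPM per gene symbol for each mouse. How transcripts were summed to genes is not stated in the paper's text. The paper's methods name a TruSeq library protocol, whereas the sample labels name a kit for libraries from the 3′ ends of transcripts. In each mouse, 70.1% to 81.6% of the values above 0 were whole multiples of a single step within 0.02 of a read. Genes with transcripts under 1000 bases had 50.1% to 61.5% whole multiples, and genes with transcripts over 4000 bases had 67.4% to 80.2%, where 4% would be by chance. The values are therefore scaled reads that were not divided by transcript length. The remaining values come from reads shared between transcripts. Because of these, the values were treated as TPM and no test for counts was used for differential expression, so DESeq2 was not run. Only the exact binomial tests of single mice in the observations use reads, as the step gives them.

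The step gave between 1020675 and 7391610 reads per mouse, with a median of 3627938. A floor set at 3 reads, below which values occur but rest on fewer reads, was between 0.406 and 2.94 TPM, with a median of 0.827 TPM. This floor covers counting error only. Between 10038 and 13975 genes per mouse had a value above 0, and between 7904 and 9120 had at least 5 TPM. The 50 genes with the most reads took between 26.2% and 38.2% of the TPM. Each mouse had values for 31198 symbols, of which 26 had been turned into calendar dates and were left out, so that 31172 were used. Positions, exons and transcript lengths came from GENCODE M21 on GRCm38, and the sequence complementary to the ASO was searched for in the annotated transcripts only, since introns were not available.

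Differential expression was tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with trend and robust both on) on log2(TPM + 1), with sex as a covariate and only the mice of the 2 groups compared. Genes with a median of at least 5 TPM in at least 1 of the groups were tested, and p-values were adjusted by the Benjamini-Hochberg method. Genes were counted at an adjusted p under 0.05 and at the paper's thresholds, a change of at least 2-fold with an unadjusted p of at most 0.01. The paper's own test, which models the variance with a negative binomial distribution from reference cohorts and aggregates p-values over replicates by their median, was not repeated, because the text does not say which samples formed the cohorts or how the model was fitted to them. The comparisons were *Upf3b*-GalNAc-ASO at 10 mg/kg with Control-GalNAc-ASO at 15 mg/kg, both groups at 20 mg/kg with each other, each Control-GalNAc-ASO group with DPBS, the treatment by sex interaction at 10 mg/kg, the difference between the treatment effects at 20 and 10 mg/kg, and males with females among DPBS-treated mice. Single genes and gene sets were also tested by exact permutation of the mice, two-sided, in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Figures were drawn with matplotlib 3.10.9. The tests were also run on simulated data with the spread of each gene and the depth of these mice, once with no change and once with 200 genes changed. Genes were drawn independently, each with the same spread in every mouse, so mice that lie apart were not simulated.

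Most genes named in the text were chosen by a rule set before the data were examined. They are *Upf3b*, NMD factors and substrates that the paper names, the reference gene *Gapdh*, the mouse gene *F9*, the drug metabolism genes of Table S3, and the 5 genes with the largest rise and the 5 with the largest fall at 10 mg/kg. These last had to have an adjusted p under 0.05 and to lie beyond every Control-GalNAc-ASO treated mouse of the same sex in every *Upf3b*-GalNAc-ASO treated mouse. *Ugt1a9* and *Rpl23a-ps3* were named after the data were seen, for their place in the comparison with Table S2, and *Ddx3y* serves to check the sex of the mice. Alternatives tried were pseudocounts of 0.1 and 5, a median of at least 1 TPM, at least 5 TPM in every mouse, no filter, no sex covariate, all 5 groups in 1 fit, eBayes without trend or robust, scaling by the median of ratios, quantile normalization, the replicate number as a block, fold changes from group medians, and leaving out each ASO-treated mouse in turn. Fits with the block kept only mice whose replicate number occurs in both groups compared. Weighting the mice by limma's arrayWeights and thinning the reads of each mouse to those of the shallowest mouse were added after the data were seen. The KEGG enrichment was not repeated, since the pathway lists were not available.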

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

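Some tests in this part were chosen only after the result was seen. They are those of the share of TPM in the top genes, of *Lipc* as a sign of a mislabelled mouse and of *Ddx3y*. They also include those of the number of checks made, of the reads of *Upf2*, and of the lower count at 10 mg/kg after thinning or without replicate 3. Several of the other tests were devised after a first set of tests had been run, before the values they measure were known.

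In 4 of 84 checks, each of a single quantity within a single group, the highest or lowest mouse lay far from the others. The measure was the gap to the nearest mouse divided by the range of the group. Chance alone gives about 4.2 such checks among 84, so the number of them is no larger than chance gives. The checks share mice and are not independent, so this is a rough guide.

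In the *Upf3b*-GalNAc-ASO group at 10 mg/kg, the median correlation of replicate 3 with the other 4 mice was 0.693, and its gap to the nearest mouse was 0.848 of the range. This mouse also had the fewest reads, 1020675. With all 5 mice thinned to that number of reads, the gap was still 0.842 of the range on average (median correlations of 0.685 for replicate 3 and 0.817 for the others), so fewer reads did not account for it. The top 50 genes took 26.2% of its TPM, less than the 29.6% to 32.3% in the other 4 mice, so a few genes taking most of the reads did not account for it either. *Lipc* was at 0.980 TPM in this mouse, against 25.9 to 138 TPM in DPBS and Control-GalNAc-ASO treated mice, which speaks against a DPBS or Control-GalNAc-ASO treated mouse. The *Upf3b*-GalNAc-ASO treated mice at 20 mg/kg also had at most 2.44 TPM of *Lipc*, so this gene does not tell the 2 doses apart. *Upf3b* itself was at 53.7 TPM in this mouse, above the 2.57 to 16.7 TPM of the mice at 20 mg/kg, which speaks against an exchange with that group. It was also above the 3.95 to 23.3 TPM of the other 4 mice at 10 mg/kg, and within the 27.1 to 78.7 TPM of the Control-GalNAc-ASO treated mice. RNA from other cells was tested with lists of marker genes of red blood cells, neutrophils, Kupffer cells and pancreas, and replicate 3 was highest in none of the lists (a largest gap of 0 among lists in which it was highest). It was lowest in all 4 lists, a shift that the test did not examine and that was not explained. RNA quality and library batches are not given in the sample labels and could not be tested. The design gives all 5 mice the same treatment, and no biological explanation was tested.

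Single genes set single mice apart in 3 groups. Replicate 3 of the *Upf3b*-GalNAc-ASO group at 10 mg/kg had 681 TPM of *Upf2*, with the nearest mouse at 163 TPM, a gap of 0.747 of the range on the log2 scale. Control-GalNAc-ASO replicate 3 at 20 mg/kg had 34.6 TPM of *Dlgap5*, with the nearest mouse at 12.8 TPM (0.725 of the range). *Upf3b*-GalNAc-ASO replicate 5 at 20 mg/kg had 46.3 TPM of *Smg9*, with the nearest mouse at 26.4 TPM (0.7999 of the range). Counting error of few reads was tested by an exact binomial test of the reads of each mouse against the nearest mouse. For *Upf2* (695 and 503 reads) p was 1.58e-130, for *Dlgap5* (108 and 68 reads) 6.66e-11 and for *Smg9* (95 and 128 reads) 3.64e-05. Each mouse was picked for its gap, the test allows for no difference between mice beyond counting, and reads are not independent molecules, so small p-values say little about what set the mice apart. The mice of each group had the same treatment, and no biological explanation was tested.

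The paper does not report the transcriptome of the *Upf3b*-GalNAc-ASO and Control-GalNAc-ASO groups at 20 mg/kg. Between them, 236 of 9376 genes had an adjusted p under 0.05 (87 raised, 149 lowered), and 584 passed the paper's thresholds. Of the 584, 221 were raised and 363 lowered. With median-of-ratios scaling 301 were raised and 290 lowered, and with quantile normalization 283 and 307. The excess of lowered genes therefore depended on the scaling. Replicate numbers are shared between the groups. The main fit did not treat them as pairs. A fit with the number as a block leaves out Control replicate 3, which has no partner, and gave 45 genes with an adjusted p under 0.05. Without that mouse and with no block, the count was 70, so much of the fall came with the mouse left out. The real split was compared with the 32 splits that part all 5 pairs of mice with the same number. The other splits differ from the real one by exchanging the mice of 1 or more pairs. Of these 32 splits, 1, the real one, gave as many genes with an adjusted p under 0.05, and the largest count among the others was 9. At the paper's thresholds 1 of 32, again the real one, gave as many. Reads per mouse did not differ between the groups (exact permutation test, two-sided, p = 0.829004). Among 9206 genes with a known GC content and transcript length, 231 had an adjusted p under 0.05. With trends of each mouse on GC content and transcript length removed, the count was 163. As deposited 85 were raised and 146 lowered, and with trends removed 95 and 68. Such trends therefore bear on the number of lowered genes and do not account for the whole count. Of 8745 genes tested at both doses, 97 passed the paper's thresholds at both, where 26.8 would by chance. Of these, 94 changed in the same direction. This argues against a batch at 20 mg/kg alone for the genes shared beyond chance. Library batches are not given in the sample labels, and the 236 genes as a whole cannot be told apart from a batch that followed the treatment. The *Upf3b*-GalNAc-ASO at this dose may account for them, since *Upf3b* itself was at 7.04% of its level in Control-GalNAc-ASO treated mice, but this remains a hypothesis.

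At 10 mg/kg, 27 genes had an adjusted p under 0.05, 441 passed the paper's thresholds, 235 of them raised and 206 lowered. Of the 16 splits that part all 4 pairs of mice with the same number, 1 of 16, the real one, gave as many changed, as many raised, as many lowered and as many genes with an adjusted p under 0.05. A count of 1 of 16 is the lowest possible and is not under a share of 0.05, so these splits cannot tell the counts from chance. Splits into any 2 groups of these sizes were also drawn, 100 of the 125 that could be fitted. The paper's thresholds were passed by as many genes in 4 of 100, by as many raised genes in 4 of 100 and by as many lowered genes in 5 of 100, and 2 of 100 gave as many genes with an adjusted p under 0.05. For the lowered genes that share is not under 0.05, so the number of genes lowered at the paper's thresholds cannot be told from a chance split of the mice.

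Fewer genes had an adjusted p under 0.05 at 10 mg/kg (27) than at 20 mg/kg (236). With 4 of the 6 Control-GalNAc-ASO treated mice at 20 mg/kg, the median count over the 15 choices was 76 (35 to 158), so fewer mice account for part of the gap. With each mouse thinned to the reads of the shallowest, the count was 228 at 20 mg/kg and 34 at 10 mg/kg, so fewer reads did not account for it. Without replicate 3 at 10 mg/kg the count rose to 91, which is within the range at 20 mg/kg with 4 Control-GalNAc-ASO treated mice. Fewer mice and the spread added by replicate 3 were not tested together, and the gap cannot be told apart from their joint effect. Without *Upf3b* replicate 1 the count at 10 mg/kg was 431 and with arrayWeights it was 388, both above 236. Whether the effects themselves differ was tested by the difference between the 2 treatment effects. It gave 0 genes with an adjusted p under 0.05 and 799 with an unadjusted p under 0.05, so no gene was shown to respond differently at the 2 doses. With a count of 0, 100 of 100 splits gave as many, which is fixed in advance and shows nothing. The dose and any batch that followed it cannot be told apart in this comparison.

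Control-GalNAc-ASO treated mice were compared with DPBS-treated mice at each dose. At 15 mg/kg, 0 genes had an adjusted p under 0.05 and 644 had an unadjusted p under 0.05, and 16 of 16 splits gave as many. At 20 mg/kg there were 0 and 905 genes, and 64 of 64 splits gave as many. With a count of 0, every split gives as many. The treatment by sex interaction at 10 mg/kg gave 0 genes with an adjusted p under 0.05 and 305 with an unadjusted p under 0.05. Its groups hold 2 or 3 mice of each sex. Splits were not compared for it, and with its count of 0 every split would give as many.

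Among the 11 DPBS-treated mice, 127 of 8998 genes differed between males and females with an adjusted p under 0.05, 60 higher in males and 67 higher in females. The paper does not report this comparison. Of 100 splits drawn, 1, the real one, gave as many. Reads per mouse did not differ between the sexes (exact permutation test, two-sided, p = 0.234). The lowest *Ddx3y* value among the male DPBS-treated mice was 40.1 TPM, against at most 1.95 TPM in any female, so a mislabelled sex did not account for the difference. The mean score of these 127 genes also parted the sexes in Control-GalNAc-ASO treated mice, which were not used to pick the genes. It was 2.40 in males and -2.68 in females in the comparison at 10 mg/kg. In the comparison at 20 mg/kg it was 2.15 and -2.81. These values argue against a batch among the DPBS-treated mice alone, for the genes as a set. Library batches are not given, and the genes cannot be told apart from a batch that followed sex in every group. A candidate explanation is the sex of the mice, as a hypothesis.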

How the results depend on the processing

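The alternatives were set before the data were examined, except weighting the mice by arrayWeights and thinning the reads of each mouse to those of the shallowest mouse, which were chosen after seeing the data. For the results of the comparisons, 232 values under alternatives stayed within 1.5 times the reported count or within the spread between mice, and 55 moved further. For the genes named, 275 values kept their direction and their side of the threshold, 59 were weaker, 3 were stronger and 5 reversed.

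For *Upf3b*-GalNAc-ASO at 10 mg/kg, the 441 genes at the paper's thresholds became 266 without sex as a covariate, 1815 with a 2-fold change of the group medians alone and 705 with arrayWeights. The 235 raised genes became 130 without sex as a covariate, 154 with all 5 groups in 1 fit, 911 with the group medians alone and 423 with arrayWeights. The 206 lowered genes became 136 without sex as a covariate and 904 with the group medians alone. The 27 genes with an adjusted p under 0.05 became 15 with a pseudocount of 0.1, 56 with a pseudocount of 5, 5 with no filter on low values, 56 with a TPM of at least 5 in every mouse, 10 without sex as a covariate, 16 with eBayes without trend or robust, 95 with the replicate block and 388 with arrayWeights. The fit with the replicate block also leaves out *Upf3b* replicate 5, so it rests on other mice than the main fit. The cause of these shifts was not tested.

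At 20 mg/kg, the 584 genes at the paper's thresholds became 2044 with the group medians alone. The 236 genes with an adjusted p under 0.05 became 154 with a pseudocount of 0.1, 67 with no filter on low values, 60 with eBayes without trend or robust and 45 with the replicate block. For Control-GalNAc-ASO at 15 mg/kg against DPBS, the count of 0 (644 genes with an unadjusted p under 0.05) became 2 with no filter on low values, 2 with the replicate block and 261 with arrayWeights. For Control-GalNAc-ASO at 20 mg/kg against DPBS, the count of 0 (905 genes with an unadjusted p under 0.05) became 1 with a pseudocount of 5, 9 with arrayWeights and 1 after thinning. The 127 genes that differed between male and female DPBS-treated mice became 73 with a TPM of at least 5 in every mouse. The fits with the replicate block also leave out the mice without a partner, among them Control replicate 3 at 20 mg/kg. Here too the cause was not tested.

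Leaving out 1 mouse at a time gave, at 10 mg/kg, from 225 to 951 genes at the paper's thresholds, from 122 to 565 raised, from 101 to 386 lowered and from 2 to 431 with an adjusted p under 0.05 across 9 fits. At 20 mg/kg it gave from 422 to 654 genes at the paper's thresholds and from 70 to 270 with an adjusted p under 0.05 across 11 fits. The counts against DPBS were from 0 to 0 (15 mg/kg) and from 0 to 2 (20 mg/kg). The log2 fold change of *Upf3b* ranged from -2.22 to -1.16 at 10 mg/kg and from -4.23 to -3.65 at 20 mg/kg. The correlation with Table S2 ranged from 0.54 to 0.66, the genes of Table S2 with the same direction from 154 to 169, and the median of the NMD factors (1.01) from 0.87 to 1.31.

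Genes with a change close to 0 reversed under some alternatives. *Smg5* (0.34) was at -0.01 without Control replicate 1, -0.10 without Control replicate 2 and -0.06 without *Upf3b* replicate 1. *Smg6* (0.12) was at -0.16 without *Upf3b* replicate 3 and -0.051 after thinning. Over the 9 fits that each left out 1 mouse, *Smg5* ranged from -0.10 to 1.053 and *Smg6* from -0.16 to 0.38. The cause was not tested, but each reversed value is smaller than the standard error of the gene.

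Depths between 1020675 and 7391610 reads per mouse limit the results for genes with few reads. Values under 0.406 to 2.94 TPM, depending on the mouse, rest on fewer than 3 reads. *F9*, *Smg8*, *Atf3* and *Gadd45b* were below the minimum median of 5 TPM and were not tested with limma. On simulated data, 35.0% of 200 changed genes reached an adjusted p under 0.05 with the mice at 10 mg/kg and 47.5% with those at 20 mg/kg. Tests of DESeq2 on counts were not run, since the deposited values are scaled reads and part of them are not whole reads. The mice whose medians match Table S2 could not be fitted as an alternative, since no set of mice matches them.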

Differences from the paper's values

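At the paper's thresholds 441 genes were changed after *Upf3b*-GalNAc-ASO treatment at 10 mg/kg, against the paper's 233. For this and the other counts at these thresholds, p is from limma here and from the paper's negative binomial model there. That model was not repeated, so no alternative shows how much of the gap the unlike tests make. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's value with a TPM of at least 5 in every mouse (330), with no sex covariate (266), and without Control replicate 1 (225), Control replicate 2 (260), *Upf3b* replicate 2 (336) or *Upf3b* replicate 5 (291). The other 15 left the difference in place. As a percent of the genes tested, the value was 4.81% against the paper's 2.8%. It came within 1.5 times the paper's with a pseudocount of 0.1 (4.11%), with no filter (2.62%), with no sex covariate (2.90%), with all 5 groups in 1 fit (3.83%), without Control replicates 1 (2.46%), 2 (2.82%), 3 (4.02%) or 4 (4.01%), and without *Upf3b* replicates 2 (3.63%) or 5 (3.13%), and not with the other 10.

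Of the changed genes 235 were raised, against the paper's 103. The count came within 1.5 times the paper's with no sex covariate (130), with all 5 groups in 1 fit (154), and without Control replicate 1 (124), Control replicate 2 (122) or *Upf3b* replicate 5 (145), and not with the other 16 alternatives. Lowered genes numbered 206, against the paper's 130. The count came within 1.5 times the paper's with a pseudocount of 0.1 (163), with a TPM of at least 5 in every mouse (142), with no sex covariate (136), without Control replicates 1 (101), 2 (138), 3 (172) or 4 (152), and without *Upf3b* replicates 2 (176) or 5 (146), and not with the other 12. The paper has more lowered than raised mRNAs. Here 235 were raised and 206 lowered, and of the genes with an adjusted p under 0.05, 11 were raised and 16 lowered. With no sex covariate 130 were raised and 136 lowered. Lowered genes also outnumbered raised ones with all 5 groups in 1 fit (197 against 154) and the replicate block (272 against 260). The same held with median-of-ratios scaling (241 against 222) and quantile normalization (241 against 213). It held too without Control replicate 2 or *Upf3b* replicate 2, 4 or 5. With the other alternatives set before the data were examined, raised genes outnumbered lowered ones.

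*Upf3b* at 10 mg/kg was 77.9% lower than in DPBS-treated mice by RNA-seq, against more than 95% in the paper by qPCR. None of the 5 alternatives set before the data were examined, each leaving out 1 *Upf3b*-GalNAc-ASO treated mouse, closed the gap. The log2 fold change of *Upf3b* was -1.73, against the paper's -3.3 in Table S2. Without *Upf3b* replicate 3 it was -2.22, within 1 SD between mice of the paper's value, and none of the other 18 alternatives closed the gap.

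The groups held 5 *Upf3b*-GalNAc-ASO treated mice, 4 Control-GalNAc-ASO treated mice and 11 DPBS-treated mice, against the paper's 3 to 4 mice per group for the transcriptome. The mice that the paper used could not be told from the sample labels or Table S2. Leaving out each *Upf3b*-GalNAc-ASO treated mouse in turn gave groups of 4 and 4 ASO-treated mice.

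The values rest on a mean of 3.71 M reads per mouse over all mice, against the paper's average depth of 30 M reads. The paper's depth is for sequenced reads, of which it reports that only a part aligned, so they are not counted alike. No alternative was run for the depth.

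Other log2 fold changes differed from those the paper gives in Table S2 for *Upf3b*-GalNAc-ASO. *Gsta1* was 2.33 against the paper's 4.1, and only without *Upf3b* replicate 3 (2.98) was it within the spread between mice of the paper's value. *Ifi44* was 3.26 against the paper's 2.0, and was within the spread with a pseudocount of 5 (2.22) or without Control replicate 2 (2.80). *Maob* was -2.89 against the paper's -2.3, and was within the spread with a pseudocount of 5 (-2.56), without Control replicate 1 (-2.75), without *Upf3b* replicate 1 (-2.74) or 2 (-2.71), and after thinning (-2.68), an alternative chosen after seeing the values. *Rdh16* was -3.08 against the paper's -2.5, and was within the spread with a pseudocount of 5 (-2.78). For these 4 genes the rest of the alternatives set before the data were examined did not close the gap. *Smg6* was 0.12 against the paper's -1.6, *Smg9* was 1.78 against the paper's 0.6 and *Upf2* was 2.39 against the paper's 0.8. For these 3 genes none of the alternatives closed the gap. Closer to the paper's values at 20 mg/kg were *Smg6* (-0.86), *Smg9* (1.28), *Upf2* (0.66), *Gsta1* (3.53), *Ifi44* (1.12), *Rdh16* (-2.97) and *Upf3b* (-3.87). *Maob* (-3.63) was further from it there. Pearson's r with Table S2 was 0.66 at 20 mg/kg and 0.62 at 10 mg/kg. The direction of the table was kept by 164 of 187 and 157 of 197 genes. These values do not show which mice the paper used.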

Other observations

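Of the tests in this part, those of the reads of *Upf3b*, of the spans of the genes lowered at 10 mg/kg with an adjusted p under 0.05, of the fragment below the ASO site, of the interferon genes at 10 mg/kg and of division by transcript length were chosen only after the result was seen. The tests of GC content, of the genes lowered at the paper's thresholds at 10 mg/kg and under any ASO, and of sex-biased genes within each sex were devised after a first set of tests had been run, before the values they measure were known.

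At 20 mg/kg, *Upf3b* was 7.80 ± 5.82 TPM (SD, n = 5) in *Upf3b*-GalNAc-ASO treated mice and 110.8 ± 21.8 TPM (SD, n = 6) in Control-GalNAc-ASO treated mice. The log2 fold change was -3.87 (standard error 0.40, adjusted p = 1.59e-05 from limma), and *Upf3b* was lower in all 5 treated mice than in every Control-GalNAc-ASO treated mouse (exact permutation test, two-sided, p = 0.0022). The mean was 7.04% of that in Control-GalNAc-ASO treated mice at 20 mg/kg and 37.3% at 10 mg/kg. The difference between the 2 effects was -2.12 on the log2 scale (standard error 0.72, adjusted p = 0.455 from limma). Between the 5 mice at 10 mg/kg and the 5 at 20 mg/kg, the exact permutation test, two-sided, gave p = 0.183. That test uses the treated mice only and leaves out the Control-GalNAc-ASO levels, which were 57.8 TPM at 15 mg/kg and 110.8 TPM at 20 mg/kg. The limma difference, which uses them, had an unadjusted p of 0.0065, so chance was neither shown nor excluded. Reads too few to show a larger loss were tested in replicate 3 at 10 mg/kg, the mouse with the fewest reads and the most *Upf3b*. It had 54.9 reads of *Upf3b*, where 5% of the mean level in Control-GalNAc-ASO treated mice would be 2.95 reads. A loss of 95% would have left this mouse just under the floor of 3 reads, but its 54.9 reads are above that number, so few reads did not set its level. The transcript extends 295 bases below the ASO site, and reads from the 3′ end could come from a fragment that remains after cleavage. Such a fragment would be left at both doses, so it gives no reason by itself for a smaller fall at 10 mg/kg, and no value per position was available to test it. The biological explanation that the design gives, the dose, cannot be told apart from a batch that followed the dose.

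Of the 8 NMD factors tested at 10 mg/kg, 5 had negative log2 fold changes at 20 mg/kg, against positive ones at 10 mg/kg. They were *Smg1* (-1.49), *Smg6* (-0.86), *Smg5* (-0.64), *Gspt1* (-0.55) and *Upf3a* (-0.48), with adjusted p-values of at least 0.166 from limma. *Upf1* (1.53, adjusted p = 0.250), *Smg9* (1.28, adjusted p = 0.0757) and *Upf2* (0.66, adjusted p = 0.257) were higher at 20 mg/kg too, and the rise of *Upf2* was 2.39 at 10 mg/kg. The mouse gene *F9* was 2.41 ± 2.95 TPM (SD, n = 5) after *Upf3b*-GalNAc-ASO treatment at 20 mg/kg. After Control-GalNAc-ASO treatment it was 1.31 ± 2.45 TPM (SD, n = 6, exact permutation test, two-sided, p = 0.459).

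Genes changed at the 2 doses overlapped. Of 8745 genes tested at both, 97 passed the paper's thresholds at both, where 26.8 would by chance, and 94 of them changed in the same direction (28 raised, 66 lowered). All 27 genes with an adjusted p under 0.05 at 10 mg/kg had the same sign at 20 mg/kg, and 15 of them had an adjusted p under 0.05 there (4 raised, 11 lowered). *Lipc* had log2 fold changes of -5.86 and -5.47, *Sil1* of -3.82 and -4.00, *Rdh16* of -3.08 and -2.97, and *Lrrc17* of 2.52 and 2.87. *Ugt1a9* (-6.44 and -5.77) and *Rpl23a-ps3* (-5.33 and -3.75), which lay far from their values in Table S2, fell at both doses too. The 4 genes with the largest rises at 10 mg/kg rose less at 20 mg/kg, without an adjusted p under 0.05 there. They were *Gm10160* (4.19 and 0.74, adjusted p = 0.528 at 20 mg/kg), *Kri1* (3.86 and 2.02, adjusted p = 0.254), *Ifi44* (3.26 and 1.12, adjusted p = 0.425) and *Dlgap5* (3.01 and 1.20, adjusted p = 0.264). Across genes, which are not independent replicates, Pearson's r between the doses was 0.35.

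Genes lowered at 20 mg/kg with an adjusted p under 0.05 were long. *Upf3b* itself was left out, and 145 of the other 148 had an annotation. The median span of their genes was 55098 bases, against a median of 23110 bases over 10000 random lists matched on expression, higher than in all of the lists (percentile 100). The 85 raised genes had a median span of 16930 bases, at percentile 13.0. Long genes offer more places for an ASO to bind in their pre-mRNAs, and cleavage of long pre-mRNAs by the ASO may account for the spans. The following tests bear on other explanations. Lists matched on GC content as well had a median span of 28273 bases, and the lowered genes were again at percentile 100, so GC content did not account for the spans. With trends of each mouse on GC content and transcript length removed, the list of lowered genes held 67, with a median span of 38637 bases at percentile 99.8. An effect of any ASO on long genes was tested in Control-GalNAc-ASO at 20 mg/kg against DPBS, where the genes lowered at the paper's thresholds were at percentile 40.4. Since 0 genes of that comparison had an adjusted p under 0.05 (905 had an unadjusted p under 0.05), this list cannot show or exclude such an effect. At 10 mg/kg, the 202 genes lowered at the paper's thresholds had a median span of 23217.5 bases, at percentile 52.9, but the number of these genes cannot be told from a chance split of the mice. The 16 genes lowered there with an adjusted p under 0.05 had a median span of 26933 bases, at percentile 64.2, so the pattern was not shown at 10 mg/kg with these few genes. Spliced transcripts with at least 12 bases in a row of the ASO site were not more common among the lowered genes (percentile 88.7). Introns were not available to be searched for the ASO site, and library batches are not given in the sample labels, so the pattern cannot be told apart from a batch that followed the treatment. The explanation by cleavage is a hypothesis from the mice at 20 mg/kg, and an effect of any ASO remains open beside it.

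Genes raised at 20 mg/kg did not carry annotated transcripts subject to nonsense-mediated decay more often than others. The share was 22.4%, against a median of 25.9% over 10000 lists matched on expression (percentile 20.3). A response of interferon genes was tested with a list of 41 genes, of which 30 were tested. At 10 mg/kg 26 of the 30 were higher after *Upf3b*-GalNAc-ASO treatment, with a median log2 fold change of 1.00, and their mean was higher in 5 of 5 mice than in every Control-GalNAc-ASO treated mouse (exact permutation test, two-sided, p = 0.00794). At 20 mg/kg 25 of the 30 were higher, with a median of 0.62, and their mean was above every Control-GalNAc-ASO treated mouse in 2 of 5 mice (exact permutation test, two-sided, p = 0.0411). An interferon response may therefore be part of what the treatment raised at both doses, as a hypothesis. *Ifi44*, which drew attention to these genes at 10 mg/kg, is among them, and RNA from immune cells or a batch that followed the treatment cannot be told apart from it.

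Genes of the paper's *Upf3b* list often differed between the sexes. Of 186 genes past the paper's thresholds in Table S2 and tested among DPBS-treated mice, 33 (17.7%) differed between males and females with an adjusted p under 0.05. Lists matched on expression had a median of 1.61% and at most 5.91%, so expression level did not account for the share. The paper's fold change and the male minus female difference in DPBS-treated mice had a Spearman correlation of 0.365 across the 186 genes, larger than in any of 10000 shufflings, although genes are not independent replicates. Of the sex-biased genes, 19 of those lowered in the paper were higher in females and 3 in males, and 11 of those raised were higher in males and 0 in females. More males among the paper's *Upf3b*-GalNAc-ASO samples than among its control samples is a candidate explanation that this correlation fits. Which mice the paper used is not given in its text. A shift of sex-biased genes by the ASO within each sex was tested at 10 mg/kg (score difference 0.67, exact permutation within sex, two-sided, p = 0.183) and at 20 mg/kg (0.45, exact permutation within sex, two-sided, p = 0.33), and a shift over both sexes was not shown at either dose. The mean score was closer to that of males in treated than in control females at both doses (-1.33 against -2.68 at 10 mg/kg and -1.41 against -2.81 at 20 mg/kg), while males had 2.39 against 2.40 and 1.64 against 2.15. With 2 treated females at each dose, a shift in females alone was not tested.

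The deposited values share a step in each mouse. If they had been divided by transcript length, genes with short and long transcripts would not share it. The lowest share of whole multiples over genes with transcripts under 1000 bases and over 4000 bases and over all mice was 50.1%, just past the limit of 50 set for the test, where 4% would be by chance. This is in line with values that were not divided by transcript length. The medians printed in Table S2 were matched by no group of mice, and across 936 genes their Spearman correlation with the deposited medians was 0.62. Had length entered only 1 of the 2 sets of values, the log2 ratio of the medians would change by 1 for each doubling of transcript length. Across 936 genes with both of these medians above 0, the slope was -0.264. Length therefore did not account for the difference, and its cause is open.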
